# Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0069261

**Published:** 2013-07-17

**Authors:** Marta Gliwicka, Katarzyna Nowak, Salma Balazadeh, Bernd Mueller-Roeber, Malgorzata D. Gaj

## Abstract

Molecular mechanisms controlling plant totipotency are largely unknown and studies on somatic embryogenesis (SE), the process through which already differentiated cells reverse their developmental program and become embryogenic, provide a unique means for deciphering molecular mechanisms controlling developmental plasticity of somatic cells. Among various factors essential for embryogenic transition of somatic cells transcription factors (TFs), crucial regulators of genetic programs, are believed to play a central role. Herein, we used quantitative real-time polymerase chain reaction (qRT-PCR) to identify TF genes affected during SE induced by *in vitro* culture in *Arabidopsis thaliana.* Expression profiles of 1,880 TFs were evaluated in the highly embryogenic Col-0 accession and the non-embryogenic *tanmei/emb2757* mutant. Our study revealed 729 TFs whose expression changes during the 10-days incubation period of SE; 141 TFs displayed distinct differences in expression patterns in embryogenic versus non-embryogenic cultures. The embryo-induction stage of SE occurring during the first 5 days of culture was associated with a robust and dramatic change of the TF transcriptome characterized by the drastic up-regulation of the expression of a great majority (over 80%) of the TFs active during embryogenic culture. In contrast to SE induction, the advanced stage of embryo formation showed attenuation and stabilization of transcript levels of many TFs. In total, 519 of the SE-modulated TFs were functionally annotated and transcripts related with plant development, phytohormones and stress responses were found to be most abundant. The involvement of selected TFs in SE was verified using T-DNA insertion lines and a significantly reduced embryogenic response was found for the majority of them. This study provides comprehensive data focused on the expression of TF genes during SE and suggests directions for further research on functional genomics of SE.

## Introduction

Most plant cells, in contrast to animal cells, express an amazing developmental plasticity allowing their reprogramming and manifestation of totipotency [1]. Our current understanding of the genetic mechanisms controlling plant totipotency are largely based on studies on somatic embryogenesis (SE), the process through which already differentiated cells reverse their developmental program during *in vitro* culture and become embryogenic giving rise to the formation of somatic embryos which then develop further into entire plants. Thus, deciphering the molecular determinants of SE can directly contribute to revealing the genetic programme underlying the phenomenon of cell totipotency. Moreover, considering similarities between SE and zygotic embryogenesis (ZE), functional genomics of SE became a model for the analysis of the molecular mechanisms of ZE [2], [3]. Importantly, knowledge about the molecular mechanisms governing SE has also a practical value in plant biotechnology for the improvement of existing and the establishment of new protocols for plant regeneration.

The control of plant embryogenesis, similar to other developmental processes, occurs through a complex set of intrinsic signals that are involved in providing information to the dividing and differentiating cells. Of them, phytohormones and transcription factors (TFs) are believed to play central roles [4]. TFs constitute sequence-specific DNA-binding proteins that are capable of activating and/or repressing transcription of target genes and thus are responsible for gene expression regulation. TF genes are often expressed in a tissue- or developmental stage-specific mode or in a stimulus-dependent manner, and many have been shown to obey important roles in developmental processes [5], [6], [7]. Moreover, in adult human somatic cells a specific combination of TFs was found to re-programme differentiated cells into pluripotent embryonic stem cells [8], [9]. More specifically, a combination of only four over-expressed TFs was sufficient to induce the formation of pluripotent stem cells from e.g. adult human fibroblasts [10],[11].

In contrast to the spectacular progress that has been made with respect to the identification of key genetic factors able to transform differentiated animal cells into totipotent stem cells much less is known about the master regulators of genomic reprogramming in plant cells. Of note, transcriptional regulation is thought to play a more important role in plants than in animals and accordingly, recent analyses have recognized over 2,000 TFs to be encoded by the Arabidopsis genome and revealed a higher ratio of TF genes to the total number of genes in this plant than in several animal model organisms such as *Drosophila melanogaster* or *Caenorhabditis elegans* [12].

In agreement with the model that TFs play fundamental roles in the control of plant cell totipotency, genes encoding TFs are currently overrepresented among the genetic factors reported to be essential for SE. The list of genes affecting SE includes *BABY BOOM* (*BBM*) [13], *WUSCHEL* (*WUS*) [14], *AGAMOUS-LIKE15* (*AGL15*) [15], *LEAFY COTYLEDON* (*LEC*) [16], *LEC1*-*LIKE* (*L1L*) [17] and genes encoding MYB transcription factors, i.e., *AtMYB115*, *AtMYB118* [18] and *EMK* (*EMBRYOMAKER*) [19]. Several TFs involved in SE have been reported to enhance plant regeneration efficiency when overexpressed [13], [14], [20].

Various molecular tools have been employed to identify genes essential for embryogenic transition of somatic plant cells. Microarray-based transcriptome analyses were used to discover genes involved in SE induction and somatic embryo development in various plant species including gymnosperms such as *Picea sp.* [21], , cereals such as maize [23] and rice [24], and eudicots, such as e.g. *Glycine max* [25] and *Solanum tuberosum* [26]. In contrast to commonly used DNA microarrays, transcriptome analysis based on quantitative real-time polymerase chain reaction (qRT-PCR) provides an up to 100 times more sensitive tool for transcript detection [27]. With respect to TFs, which are often expressed at a low level or in a cell-specific manner, the superior sensitivity of multi-parallel qRT-PCR over microarray hybridisations has been reported [28]. Recently, multi-parallel qRT-PCR was employed in a number of biological studies, e.g. to determine the expression levels of ∼1,900 TFs in Arabidopsis in response to different carbon sources [29] or phosphorus treatment [30]. Similarly, multi-parallel qRT-PCR has been used to study the expression of more than 2,000 TFs in rice [31], of 1,000 TFs in *Medicago truncatula* [32], or of 1,000 TFs during tomato fruit development [33].

In the present study we took advantage of the available Arabidopsis TF qRT-PCR platform to indentify TF genes involved in the process of SE induced *in vitro* in Arabidopsis cultures. To identify TFs prominently expressed during SE we compared transcriptomes of Arabidopsis genotypes exhibiting largely different embryogenic capacities, namely the highly embryogenic accession Col-0 and the embryonal mutant *tanmei/emb2757* entirely lacking an embryogenic response *in vitro* [34]. Expression of 1,880 TFs was profiled at selected time points during SE culture and TFs prominently expressed in Col-0 were identified. The capacity for SE induction was evaluated in mutants carrying T-DNA insertions in 17 TF genes that showed SE-modulated expression; the majority of the mutants displayed a significantly impaired embryogenic response, indicating that our transcriptome screening indeed revealed genes functionally relevant for SE. Our approach constitutes the first comprehensive analysis of the global TF transcriptome involved in the process of SE induced in plant tissue culture and provides the basis for a better understanding of the genetic determinants of plant developmental plasticity.

## Results

### Experimental Design

To indentify TF genes potentially involved in SE, we employed a well established protocol for the induction of somatic embryos (see Materials and Methods). In brief, immature zygotic embryos (IZEs) at the late cotyledonary stage of development were carefully excised from siliques 10–12 days after pollination and cultured on solid medium containing the synthetic auxin analog 2,4-dichlorophenoxyacetic acid (2,4-D, 5 µM). Induction of SE in this experimental setup is accompanied by distinct morphological changes of the explant. In Arabidopsis (Col-0 accession), a straightening and expansion of previously bent cotyledons and swelling of the cotyledon node are observed during the first week of *in vitro* culture. The first somatic embryos become visible at days 8 to 10, on the adaxial sides of the cotyledons proximal to the cotyledon node, and at around day 15 the cotyledon part of the immature zygotic embryo is covered with somatic embryos at various stages of development [35].

The experiment was designed to monitor the expression of 1,880 TF genes at three distinctive stages of IZE-derived embryogenic culture: (i) freshly isolated explants (0 d), (ii) explants subjected to SE induction for 5 days (5 d), and (iii) explants at an advanced stage of embryogenesis related to somatic embryo formation (10 d). 

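Explants and cultures of Col-0 and of the tanmei mutant, which the paper describes as non-embryogenic, were each measured at 0, 5 and 10 d by quantitative RT-PCR with SYBR Green and 1 primer pair per TF gene. For each of the 6 groups the authors deposited 1 mean Ct per gene, averaged over 3 replicates, for 1880 TF genes on 5 plates of 376 genes. These 1880 rows carry 1872 unique codes, and each row is counted here as a gene. Ct is the PCR cycle at which a product is detected, so a Ct lower by 1 is a 2-fold higher transcript level. Expression levels were computed as 40 − dCt on the log2 scale, with a gene without a Ct set to 40 cycles, and normalized to UBQ. The change of UBQ between time points was read on each plate from the difference between the authors' deposited fold changes and the Ct values. Values called relative to the median gene were centred in each group on the median gene over all plates, in place of UBQ, which leaves differences between plates in. A centring on each plate was therefore added after the values were seen. Replicate values were not analysed here, so no difference was checked over replicates here and changes were counted only by the thresholds of 2-fold and 10-fold. The study itself applied a false discovery rate over its replicates. The gene codes of the deposited values and of Table S2 carry different profiles, since 73 of 724 codes present in both had levels within 1 cycle of each other. An alignment that keeps the order of both tables linked 638 of the 729 genes of Table S2 to a deposited profile, 580 of them under another code. After the order of Table S2 was shuffled, at most 12.6% of the genes were linked in 10 shuffles. Genes are named here by the Table S2 code of the linked profile, and which of the tables carries the right codes is not settled. Linked genes had been selected by the study as changed in Col-0, and Tables S1 to S3 had been read before the values were examined.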

To identify genes exhibiting preferential expression during SE, we compared the TF transcriptomes of the highly embryonic Col-0 accession and the *tanmei* mutant unable to form somatic embryos (**Figure 1**). The *TANMEI*/*EMB2757* (*TAN*, At4g29860) gene encodes a regulatory WD repeat protein involved in early and late phases of zygotic embryo development [36] as well as SE [34]. Its molecular mode of action has not been reported yet, however, the fact that TAN harbours seven WD repeats suggests that it interacts with other proteins to exert its biochemical function. Recently, a regulatory function of TANMEI in cell cycle progression and differentiation was reported [37].

**Figure 1:**
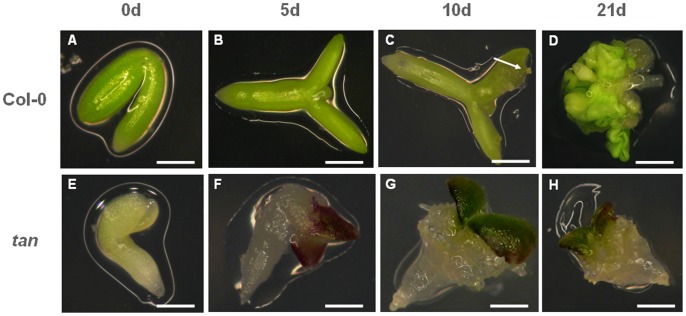
Developmental changes in Arabidopsis Col-0 and *tanmei* IZE explants induced on auxin-containing medium. A–D) Col-0 accession. E–H) *tanmei* mutant. Explants were induced on auxin-containing medium (E5) and monitored at days 0 (A, E), 5 (B, F), 10 (C, G) and 15 (D, H) of *in vitro* culture. A, E) Freshly isolated IZE 12 days after pollination (DAP). B) Straightening, enlargement and swelling of IZE cotyledons. C) Tissue proliferation and somatic embryo-like protuberances formed at adaxial side (arrow). D) Numerous somatic embryos at the adaxial side of IZE cotyledons. F) Anthocyanin accumulation in IZE cotyledons and tissue proliferation from IZE hypocotyl. G) Non-embryogenic watery callus. H) Progression of non-embryogenic callus production. Bars: 0.2 mm (A, B, E, F); 0.3 mm (C, G); 0.6 mm (H) and 1.0 mm (D).

PCA (Principal Component Analysis; **Figure 2**) and HCA (Hierarchical Cluster Analysis; not shown) demonstrated high reproducibility of the three experimental replicates performed, i.e., samples representing biological repeats of the same combination (genotype x culture time point) grouped together. In addition, we observed a clear separation of samples from different combinations indicating that expression profiles of embryogenic Col-0 and non-embryogenic *tanmei* tissues differ significantly. Moreover, the 5 d- and 10 d-Col-0 embryogenic cultures tended to overlap indicating similarities between the TF transcriptomes of the different stages of embryogenic culture.

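Col-0 and tanmei explants differed by a root mean square of 1.80 on the log2 scale over the TF genes with a Ct in every group. Cultures of both genotypes differed by 1.83 at 5 d and by 1.98 at 10 d. The first principal component held 63.5% of the variance and placed explants of both genotypes, with scores of -88.3 for Col-0 and -67.8 for tanmei, apart from all cultures. The second component held 18.9% and placed all 3 Col-0 groups above the tanmei groups. Each group was a single mean, so the distances could not be compared with a spread between replicates.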

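The 5 d and 10 d cultures of Col-0 were the closest pair of groups, with a root mean square difference of 1.25. The corresponding tanmei cultures differed by 1.41. Col-0 explants differed from the 5 d culture by 2.91 and from the 10 d culture by 2.97. On the first principal component the Col-0 cultures had scores of 24.4 at 5 d and 29.5 at 10 d.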

**Figure 2:**
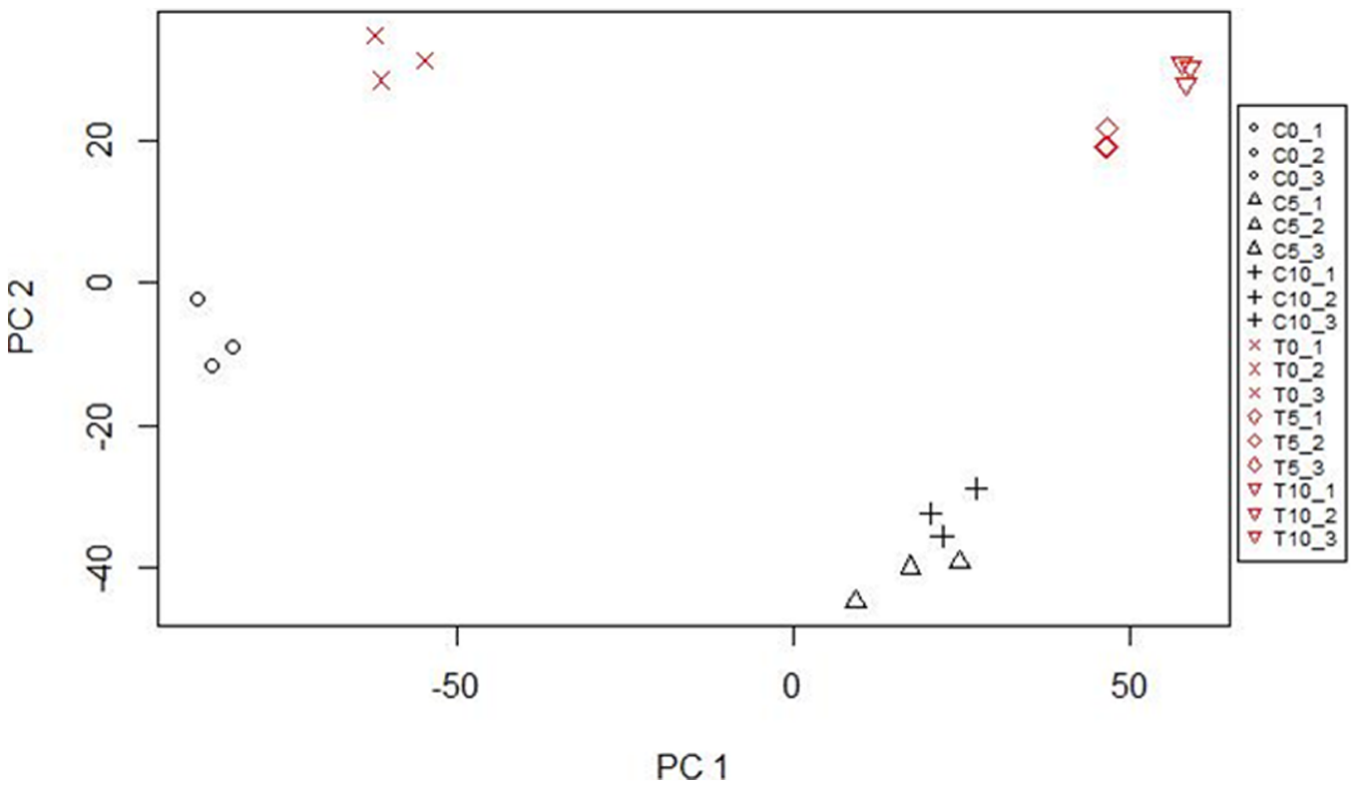
Principal Component Analysis (PCA). The analysis demonstrates a clear separation of TF expression in Col-0 and *tanmei* (*tan1–2*), both in explants (0 d) and during embryogenic culture (5 d and 10 d). Expression data from three independent biological replicates were analysed each. Samples: C0, Col-0, day 0; C5, Col-0, day 5; C10, Col-0, day 10; T0, *tan* mutant, day 0; T5, *tan* mutant, day 5; T10, *tan* mutant, day 10. Numbers 1 to 3 denote replicates 1 to 3. Approximately 67.6% of the variation is captured by the first two components.

### TF Genes Related to Embryogenic Competency of Explant Tissue

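Of the TF genes measured in Col-0, 1748 gave a mean Ct below 40 in explants, 1775 at 5 d and 1784 at 10 d. In tanmei the numbers were 1759 in explants, 1754 at 5 d and 1783 at 10 d. The median Ct of Col-0 was 27.1 in explants and 26.4 at 10 d.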

In Col-0, a large number of TFs were expressed at the different time points (0, 5 and 10 d) of the culture (**Figure 3**). 

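In Col-0, 21 TF genes were detected in explants and in neither culture. Most Ct values were high, with a lowest value of 31.8, and 5 of them had a Ct below 35. A further 66 TF genes were detected in both cultures but not in explants. These counts changed with the definition of detection, and explants alone held 38 genes when a Ct below 35 was required and 144 when a level below 35 was required. The level rule leaves out genes at a level of 35 or more, so it keeps genes of low level. A gene that rose past 35 in both cultures thus counts among the 144.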

The biggest number of TFs was expressed in explants before embryogenic induction (0 d) and 83 of them were repressed thereafter. Of the TFs analysed, 1602 were expressed in all culture stages, whilst SE stage-specific transcripts were rare and limited to two and seven for the 5-d and 10-d culture time points, respectively.

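A Ct below 40 at all 3 time points was found for 1678 TF genes in Col-0. Detection at 5 d alone was limited to 8 genes, 2 of them with a Ct below 35, and detection at 10 d alone to 14 genes, 3 of them with a Ct below 35. When a Ct below 35 was required, 1455 genes were detected at every time point, 17 at 5 d alone and 40 at 10 d alone. A required level below 35, which leaves out genes of high level, gave 1257, 16 and 34 genes.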

**Figure 3:**
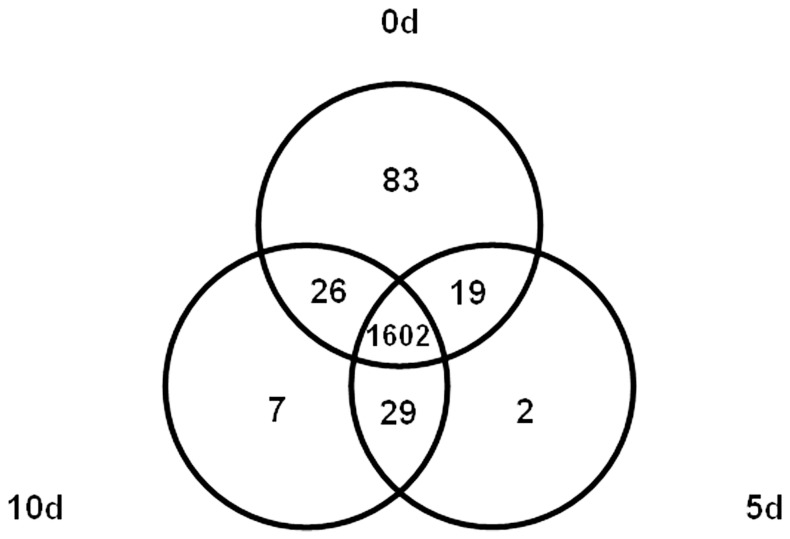
Venn diagram demonstrating the number of genes expressed during SE in the Col-0 accession. Numbers in intersections represent TFs commonly expressed at the different culture time points: 0 d, explant; 5 d, induction phase of SE; 10 d, advanced SE culture.

To identify TFs specific for SE-competent tissue we compared the Col-0 and *tanmei* transcriptomes (**Figure 4A**). This revealed expression of 1727 TFs, of which 1690 were commonly expressed in both types of explants. 

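In explants, 1705 TF genes were detected in both genotypes, 43 in Col-0 alone and 54 in tanmei alone. The genes detected in Col-0 alone had a median Ct of 35.6, and 13 of them had a Ct below 35. Levels were at least 2-fold higher in Col-0 for 445 genes and at least 2-fold higher in tanmei for 412 genes. Relative to the median gene the numbers were 408 and 463, so neither genotype had more higher genes in both scalings.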

With respect to genes related to embryogenic competency of somatic tissue, transcripts highly enriched in Col-0 versus *tanmei* were of particular interest. 

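In explants, 102 TF genes were at least 10-fold higher in Col-0 than in tanmei and 106 were at least 10-fold lower. Among genes detected in both genotypes these numbers were 66 and 70, and at a mean level of at least 25 they were 52 and 43. Of the 40 genes that Table S1 lists as exclusive to Col-0 explants, 16 were linked to a deposited profile. All 16 were detected in explants of both genotypes, 11 were at least 2-fold lower in Col-0 and none was 2-fold higher, with a median difference of -1.71. Of the 110 genes that Table S1 lists as highly enriched in Col-0, 17 were linked and all of these were at least 2-fold higher in Col-0, with a median difference of 3.97. Named by the deposited codes, 8 of the 40 genes were higher in Col-0 and 14 lower, with a median of -0.70, and 32 of the 110 were higher and 22 lower, with a median of 0.20. The study selected both sets on these samples, so the directions are not independent evidence.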

Following this criterion, 41 TFs only expressed in Col-0 and TFs highly overexpressed (over 10-fold) in Col-0 versus *tanmei* (108) were inspected further; for 61 TFs a function was predicted, including genes related to stress tolerance, zygotic embryogenesis, developmental processes, hormone biology and *in vitro* responses (**Table S1**). 

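Of the 102 TF genes at least 10-fold higher in Col-0 explants, 89 changed at least 2-fold during the Col-0 culture, or 87.3%. Of all TF genes detected in Col-0, 79.6% did so. The selection and the change use the same mean of Col-0 explants, which also adds to the share. Among the linked genes that Table S1 lists as highly enriched in Col-0 explants, 10 were higher at 5 d and 6 were lower. ERF022 (AT1G33760), which carries the same code in both tables, was higher in Col-0 explants than in tanmei explants by 7.08 on the log2 scale.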

We found that one third (44) of the TFs highly enriched in Col-0 explants were differentially expressed in the embryogenic culture. The set of genes highly up-regulated (at least 10-fold) exclusively in Col-0 explants and SE-modulated in the derived cultures includes TFs related to stress responses (12) and development of zygotic embryos (10), flowers (4), leaves (2) and roots (1).

**Figure 4:**
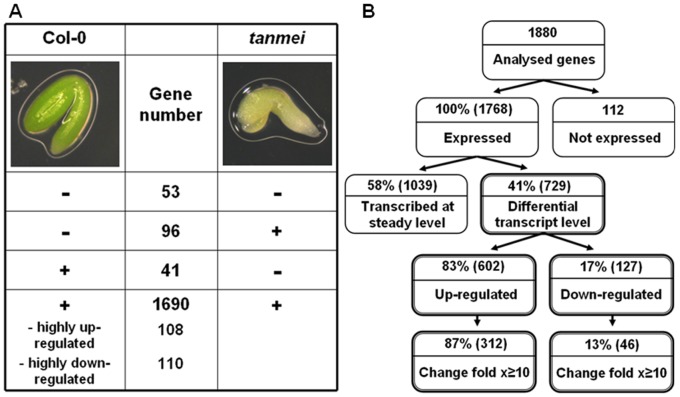
Numbers of TF genes expressed in explants of the highly embryogenic Col-0 genotype and the non-embryogenic *tanmei* mutant (A) and in embryogenic Col-0 culture (B). ´+ ´, genes for which expression was observed; ´- ´, genes for which no expression was observed. Differentially expressed and highly-regulated genes show at least 2- (x≥2) and 10-fold (x≥10) change, respectively, in expression level in any of the compared culture points.

### The Global TF Transcriptome changes during Somatic Embryogenesis in Col-0

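In Col-0, 1836 TF genes gave a Ct below 40 in at least 1 of the 3 groups and 44 gave none. Requiring a level of at least 25 left 1650 genes detected in at least 1 group and 230 in none.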

Of the 1,880 TFs analysed, 1,768 were found to be expressed in Col-0 explants in at least one of the three time points, and only 112 TFs were not expressed at any stage (**Figure 4B**). To gain insight into TF expression patterns associated with SE we compared the expression levels observed in explant tissue (0 d) to the expression levels obtained after 5 d (early embryo induction) and 10 d (advanced embryo formation) of culture.

Our analysis revealed 729 TFs (representing ∼41% of all detected TFs) to be differentially expressed (by at least 2-fold) in embryogenic cultures versus explants (**Figure 5B** **; Table S2**). 

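In Col-0, 1462 TF genes differed by at least 2-fold between any pair of time points. This was 79.6% of the genes detected. No test over replicates was possible, so the count includes every gene past the fold threshold. After each column was centred on its median gene the number was 1449.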

A closer inspection of the transcriptomes associated with embryo induction identified 673 and 688 genes, respectively, that were modulated at early (5 d vs. 0 d) and advanced (10 d vs. 0 d) stages of SE. 

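At 5 d, 1203 TF genes had changed at least 2-fold in Col-0, and at 10 d 1201 had. Of these, 739 were higher at both time points and 197 were lower at both. Independent lists of these sizes would share 428 higher and 52.9 lower genes, but both comparisons use the same explant values, which also adds to the overlap. Genes with a Ct in every replicate were inferred from deposited fold changes that matched the mean Ct values. Among such linked genes the largest rises at 5 d were those of WIP3 (AT1G08290), by 11.00 on the log2 scale, and of AT5G61890, by 10.91. The largest falls were those of JAZ7 (AT2G34600), with a change of -9.38, and of RAP2.6 (AT1G43160), with -8.30. JAZ7, WIP3 and AT5G61890 carry another code in the deposited table, and RAP2.6 the same code. Under their own deposited codes WIP3 rose by 1.44 and AT5G61890 changed by -1.26.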

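At 5 d in Col-0, 913 TF genes were at least 2-fold higher than in explants and 290 were lower, so that 75.9% of the changed genes were higher. At 10 d, 870 were higher and 331 lower. The median gene rose by 0.96 at 5 d and by 0.85 at 10 d relative to UBQ, and on the 5 single plates by 0.81 to 1.25 at 5 d. Relative to the median gene, 620 genes were higher and 575 lower at 5 d, which put 51.9% of the changes upward, and 622 were higher and 596 lower at 10 d. Centred on each plate, 602 were higher and 542 lower at 5 d. Centring on the median gene itself brings rises and falls close to even, so this split does not measure a direction. The mean Ct of UBQ itself was higher by 0.834 at 5 d than in explants, with changes of -0.11 to 1.30 on the single plates.

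**Figure D1:**
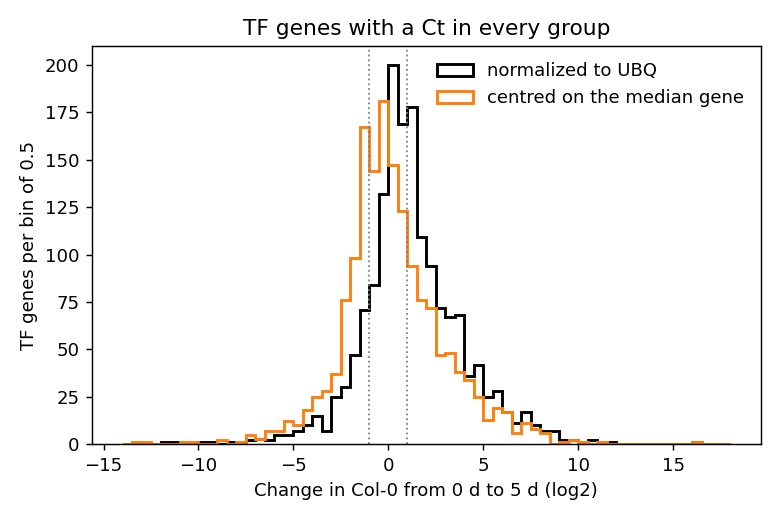
Change of each TF gene from 0 d to 5 d in Col-0 (log2), for the 1615 genes with a Ct in every group, as the number of genes per bin. The black line is normalized to UBQ, the orange line is centred on the median gene, and the dotted lines mark a 2-fold change.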

The vast majority (602 TFs; 83%) of the modulated TFs were up-regulated, rather than down-regulated, compared to the initial explant (0 d) transcriptome. 

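Over the Col-0 culture, 595 TF genes changed at least 10-fold, of which 468 were higher, or 78.7%. When centred on the median gene, 557 changed at least 10-fold and 60.3% of these were higher. GATA23 (AT5G26930) rose by 8.74 at 5 d, WOX7 (AT5G05770) by 8.51 and HEC1 (AT5G67060) by 8.31, which relative to the median gene is 7.40, 7.06 and 6.97. Profiles deposited under the codes of these genes changed by -3.97, -0.24 and 5.08.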

Of the TFs modulated during SE, 358 displayed a dramatic change in expression level (x≥10) and most (312 TFs; ∼87%) were found to be up-regulated.

**Figure 5:**
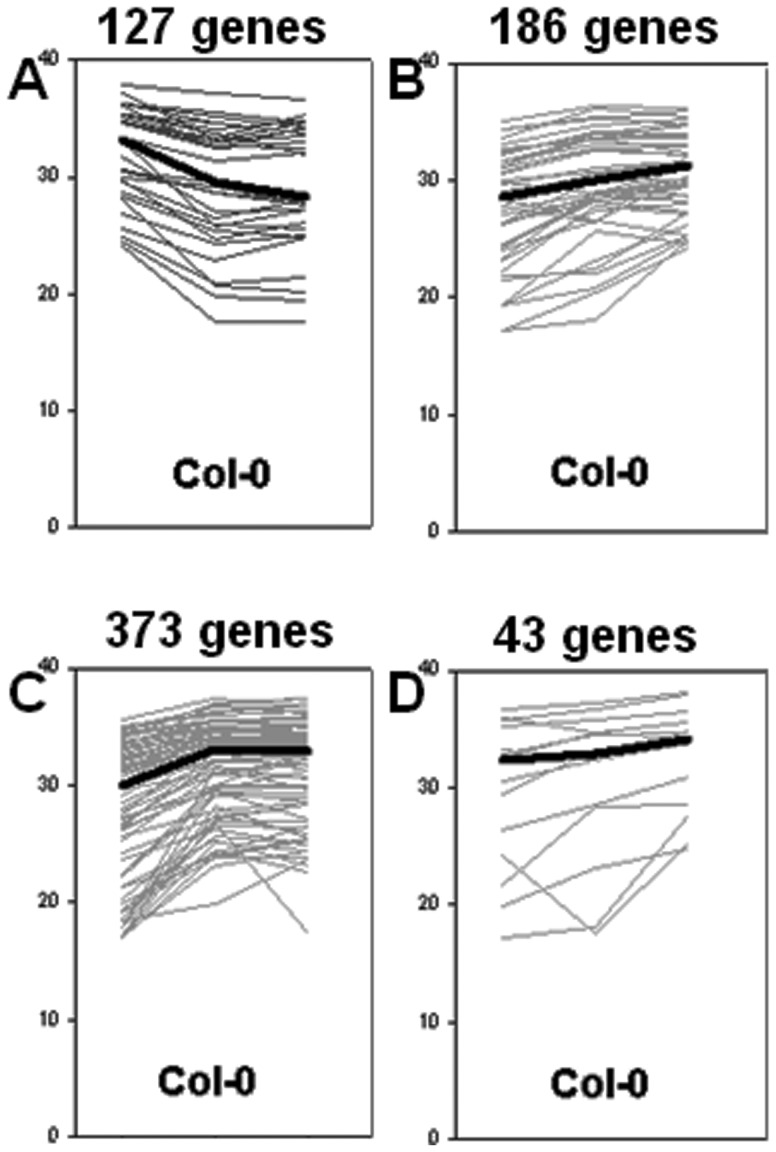
Cluster analysis. *K*-means clustering revealed four main expression patterns of TF genes in Col-0 embryogenic cultures. The levels of expression changes are given as 40-ddCt. The cluster analysis shows up-regulation of the great majority of TFs (B, C, D), and down-regulation of a small group of TFs (A). Increased TF expression was either restricted to the early stage of SE (C), or was observed during both SE stages, early and advanced (B, D).

The transcript levels detected in the 0-, 5- and 10-d samples were subjected to *k*-means clustering and four major gene expression patterns were observed (**Figure 5**). The cluster analysis confirmed that most TFs were up-regulated in embryogenic cultures; the increased expression was either dominant during the early stages of SE induction (**Figure 5C**), or was observed during both SE stages, early and advanced (**Figure 5B,D**).

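Clustering of the changed TF genes into 4 k-means patterns on profiles centred per gene gave 367 genes that were lower in both cultures, with mean changes of -2.26 at 5 d and -2.39 at 10 d. The largest pattern held 649 genes that rose by a mean of 1.40 at 5 d and 1.25 at 10 d. A pattern of 357 genes rose by 4.16 and 4.54, and one of 89 genes by 8.98 and 9.11. Clustering of levels not centred per gene gave no falling pattern, with means of 0.50 to 3.04 at 5 d. When the columns were centred on the median gene, the largest pattern held 628 genes that fell by a mean of 1.39 at 5 d. From 5 d to 10 d the largest mean rise of a pattern was 0.39, or 0.92 with columns centred on the median gene. Centring on the median gene itself brings rises and falls close to even, and levels not centred per gene group genes mainly by level. Neither alternative therefore measures a direction. The paper sets its clusters beside its own counts over replicates, in which 83% of the modulated TFs were up-regulated.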

In summary, global transcriptome analysis identified an extensive expressional reprogramming of TF genes during SE, where an up-regulation of TF expression was predominantly observed.

### TF Transcriptomes of Early (Embryo-induction) versus Advanced (Embryo-formation) SE Stages

Given that the early days of an embryogenic culture are critical for embryogenic transition of somatic tissue and decisive for the transcriptional re-programming of the explant, we focused our further analysis on TFs undergoing expression changes during the early embryogenic response. To reveal TFs modulated during SE induction, we compared the transcriptome of the 5-d culture with that of the explant (5 d–0 d) and the 10-d embryo culture (5 d–10 d) (**Table 1**). Our analysis revealed that TF transcriptomes associated with the early and advanced SE stages differed significantly with respect to the level and direction of the expression changes. In contrast to SE induction (5 d vs. 0 d), ∼2.5 times fewer genes (284 vs. 673) were differentially expressed between the early and late embryo formation stages (10 d vs. 5 d) and a number of up-regulated genes was distinctly decreased resulting in a similar fraction of up- (154) and down- (130) regulated TFs in the advanced, embryo-formation culture stage. In addition, at the embryo formation stage (10 d vs. 5 d) differentially expressed genes exhibited less drastic changes in transcription and accordingly, the number of genes (32) exhibiting an at least 10-fold change in expression between the 5 d- and 10 d-cultures was over 10 times lower than in a preceding SE induction stage (5 d vs. 0 d).

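From 5 d to 10 d in Col-0, 326 TF genes were at least 2-fold higher and 329 were lower. The same step in tanmei had 258 genes higher and 403 lower, which became 387 and 268 relative to the median gene and 321 and 303 when centred on each plate. CBF2 (AT4G25470) rose by 4.93 from 5 d to 10 d in Col-0, AGL44 (AT2G14210) by 4.78 and SEP3 (AT1G24260) by 4.38. CBF2 carries the same code in both tables, and the profiles under the deposited codes of AGL44 and SEP3 changed by -1.51 and -0.77.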

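From 5 d to 10 d, 86 TF genes changed at least 10-fold in Col-0, 41 upward and 45 downward. From 0 d to 5 d the number was 453. Restricting the later step to genes detected at both time points left 28 upward and 19 downward, and a mean level of at least 25 left 22 and 13. Relative to the median gene 50 changed upward and 43 downward. Settings added after the values were seen leaned the same way. Centring on each plate gave 45 and 38, the authors' fold changes 57 and 31, and a Ct in every replicate 19 and 11. Only the main counts thus leaned downward, by a few genes, and every alternative leaned upward. At 10-fold, the paper's Table 1 counts more down- than up-regulated genes for this step. Its Table 2 instead lists more up- than down-regulated genes at 10-fold, in each group split by a 2-fold change at 5 d.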

**Table 1:** Number of TF genes whose expression changes during somatic embryo formation.

Compared culture stages	Number of genes showing differential expression	Up-regulated genes	Down-regulated genes
**Fold change x≥2**			
5 d–0 d	673	546 (81%)	127 (19%)
10 d–0 d	688	542 (79%)	146 (21%)
10 d–5 d	284	154 (60%)	130 (40%)
**Fold change x≥10**			
5 d–0 d	357	312 (87%)	46 (13%)
10 d–0 d	379	331 (87%)	48 (13%)
10 d–5 d	32	6 (19%)	26 (81%)

x, fold change.

To identify genes modulated at the early culture period, we tracked transcript levels of individual genes during the two successive culture periods (5 d–0 d and 5 d–10 d). To this end, TFs up- or down-regulated, or remaining unchanged during SE induction, were grouped together according to their expression profiles during the subsequent embryo formation stage (**Table 2**). 

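Of the TF genes at least 2-fold higher at 5 d in Col-0, 598 changed by less than 2-fold from 5 d to 10 d, or 65.5%. Another 185 were lower at 10 d than at 5 d, or 20.3%, and 130 were higher, or 14.2%.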

Scrutiny of the individual gene expression patterns revealed that most TFs (67%) up-regulated during embryo induction (5 d) did not significantly change expression thereafter during embryo formation; only few genes were down- (∼15%) or up-regulated (∼18%) in the 10-d culture compared to the 5-d culture.

**Table 2:** Number of differentially expressed TF genes exhibiting convergent expression profiles across SE culture.

Embryo-induction stage (5 d vs. 0 d)^a^		Embryo-forming stage (10 d vs. 5 d)^b^				
Expression change	Number of genes	Down-regulation		Up-regulation		Steady expression
		x≥2	x≥10	x≥2	x≥10	x<2
**Up-regulation**	**x≥2∶546**	81	5	100	11	368
	**x≥10∶307**	62	5	58	3	187
**Down-regulation**	**x≥2∶125**	25	1	40	12	60
	**x≥10∶45**	1	1	25	9	19
**Steady expression**	**x<2∶38**	25	1	13	2	0

x, fold change of gene expression.

a Expression behavior of TF genes within the first five days of somatic embryogenesis.

b Expression change of the genes grouped in column 1 (“Embryo-induction stage”) during the second phase of somatic embryogenesis (expression at day 10 compared with expression at day 5).

Stabilization of the TF transcriptome in advanced cultures was also observed for genes down-regulated during SE induction (5 d–0 d). We found that almost half of the genes (48%) down-regulated during embryo induction were not further modulated at the later stage of embryo formation, whilst the remaining genes were up- (32%) or further down-regulated (20%). In contrast to the vast number of genes differentially regulated during SE induction, a small set of 38 TFs was found to be modulated exclusively in the advanced SE culture. 

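Of the TF genes at least 2-fold lower at 5 d in Col-0, 138 changed by less than 2-fold from 5 d to 10 d, or 47.6%. Levels rose again for 118 genes, or 40.7%, and fell further for 34, or 11.7%. Among the 575 genes lower relative to the median gene, 26.4% rose again and 15.5% fell further, a scaling added for this share after the values were seen, and 13.7% fell further when centred on each plate. Among the genes at least 10-fold lower at 5 d, 48 of 79 rose again.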

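In Col-0, 188 TF genes changed by less than 2-fold from 0 d to 5 d and by at least 2-fold from 5 d to 10 d. Of the genes detected at all 3 time points, 160 did so, and relative to the median gene 180 of all genes, or 169 when centred on each plate.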

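Among TF genes that changed only from 5 d to 10 d in Col-0, 110 were lower at 10 d and 78 were higher. The share of lower genes was 58.5%.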

The transcript levels of these genes remained stable until the embryo formation stage when most of them (∼66%) were found to be down-regulated.

To identify TFs specific for SE induction we searched for those that drastically (by at least 10-fold) changed their expression levels during the early culture stages. 

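Of the 62 genes of Table S3, 49 were linked to a deposited profile, and 45 of these were at least 10-fold higher at 5 d in Col-0. From 5 d to 10 d, 36 of the linked genes rose by at least 2-fold, 1 fell and 12 changed less. In tanmei 41 of the linked genes were also higher at 5 d, 29 of them at least 10-fold. The median rise at 5 d was 4.96 in Col-0 and 4.08 in tanmei. Named by the deposited codes, 33 of the 62 genes were higher at 5 d in Col-0 and 9 lower, with a median change of 1.41. The study selected these genes on the same samples.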

We identified genes of high and temporal changes in expression specific to SE induction and among them were the key regulators of embryogenic transition induced in cultured cells in response to auxin treatment (**Table S3**).

Collectively, by analyzing TF gene expression profiles across the time points of SE we obtained the following results: (i) The embryo-induction stage of SE is associated with a robust change of the TF transcriptome. (ii) Transcriptome reprogramming during SE induction includes a drastic up-regulation of a great majority (over 80%) of the TFs active in culture. (iii) TF expression patterns of embryo induction and embryo formation stages are largely different. (iv) In contrast to SE induction, attenuation and stabilization of transcript levels of a great fraction of the TFs is observed in the advanced embryo formation stage.

### Col-0 versus *tanmei* Transcriptome and SE-associated Genes

To identify candidate TFs of SE-associated functions we compared the transcriptomes of cultures derived from the highly embryogenic Col-0 genotype and the *tanmei* mutant lacking the embryogenic response; genes of distinctly different expression profiles were selected. We identified 141 TF genes with SE-specific expression (**Table 3**) falling into the following groups: (i) genes exclusively expressed in embryogenic culture (2 genes); (ii) genes differentially expressed in Col-0, but steadily expressed in *tanmei* (72 genes); (iii) genes exhibiting opposite expression patterns in Col-0 and mutant cultures, including genes up-regulated in Col-0 and down-regulated in *tanmei* (33), and genes down-regulated in Col-0 and up-regulated in *tanmei* (10); examples are shown in **Figure** **6**; and (iv) genes significantly down-regulated in non-embryogenic *tanmei* culture (24). 

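Of the 141 genes of Table 3, 103 were linked to a deposited profile. At 5 d the median change of these genes was 2.69 in Col-0 and 0.76 in tanmei. In tanmei 43 of them were at least 2-fold higher, 16 were lower and 44 changed less. Of 70 linked genes that Table 3 marks as steady in tanmei, 38 changed by less than 2-fold at 5 d, 23 were higher and 9 lower. The log2 change differed by at least 1 between genotypes for 76 genes, being greater in Col-0 for 55 and greater in tanmei for 21. The median difference of 1.15 lay at the 99.99th percentile of random lists of linked genes, and under the deposited codes it was 0.32, at the 97.7th percentile. bHLH89 (AT1G06170) rose by 3.15 in Col-0 and by 0.09 in tanmei, but the profile under its own deposited code rose by 2.45 in Col-0 and by 3.77 in tanmei. ERF022, which carries the same code in both tables, changed by -6.99 in Col-0 and by -0.25 in tanmei. Over all TF genes, 674 were higher at 5 d in both genotypes, against 437 for independent lists, and the changes had a Pearson r of 0.72 and a Spearman rho of 0.69 across 1615 genes, which are not independent replicates. The genes were selected by the study for this difference, and the difference between genotypes has no replicate check.

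**Figure D2:**
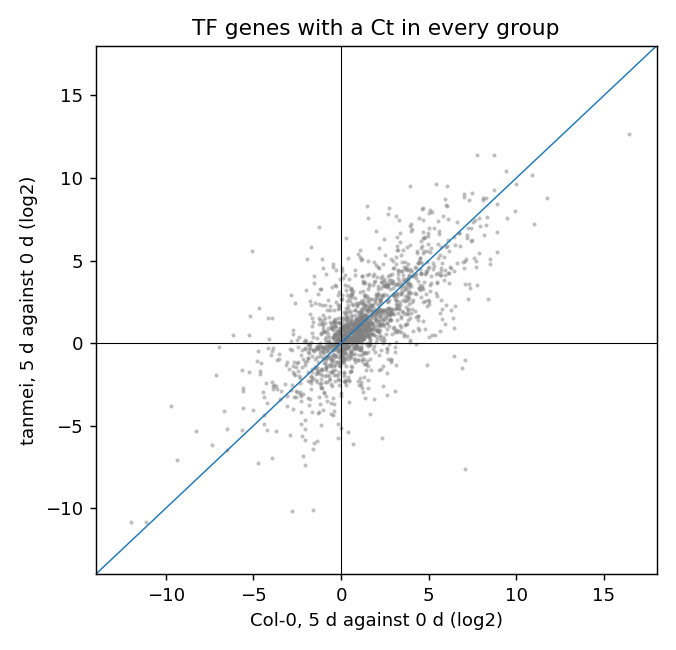
Change of each TF gene from 0 d to 5 d (log2) in Col-0 on the horizontal axis and in tanmei on the vertical axis, for the 1615 genes with a Ct in every group. Points on the blue line changed equally in both genotypes.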

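At 5 d in Col-0, 79 of the linked Table 3 genes were at least 2-fold higher, 20 were lower and 4 changed less. A change of at least 10-fold was found for 36 upward and 7 downward. Relative to the median gene, 70 were higher and 23 lower, and centred on each plate 68 and 23.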

We found that, similar to the global Col-0 transcriptome, SE-specific transcripts were predominantly up-regulated during SE and for a substantial part of them the changes in expression level were drastic (x≥10) (**Figure 7**).

**Figure 6:**
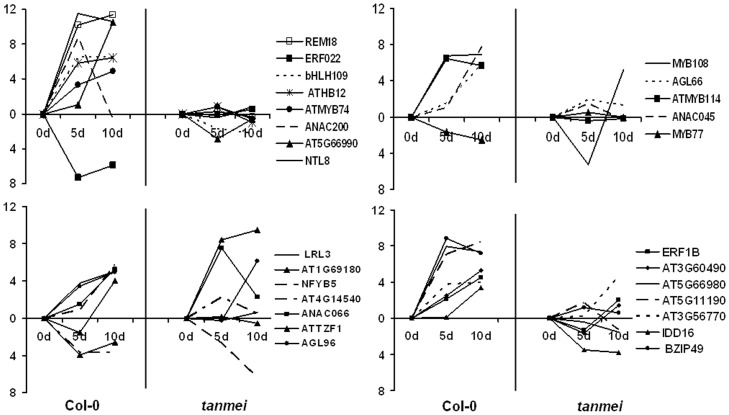
Expression profiles of SE-associated genes. The graph shows contrasting expression levels of TFs in embryogenic (Col-0) and non-embryogenic (*tanmei*) cultures. The relative transcripts levels of the genes are shown as ddCt.

**Figure 7:**
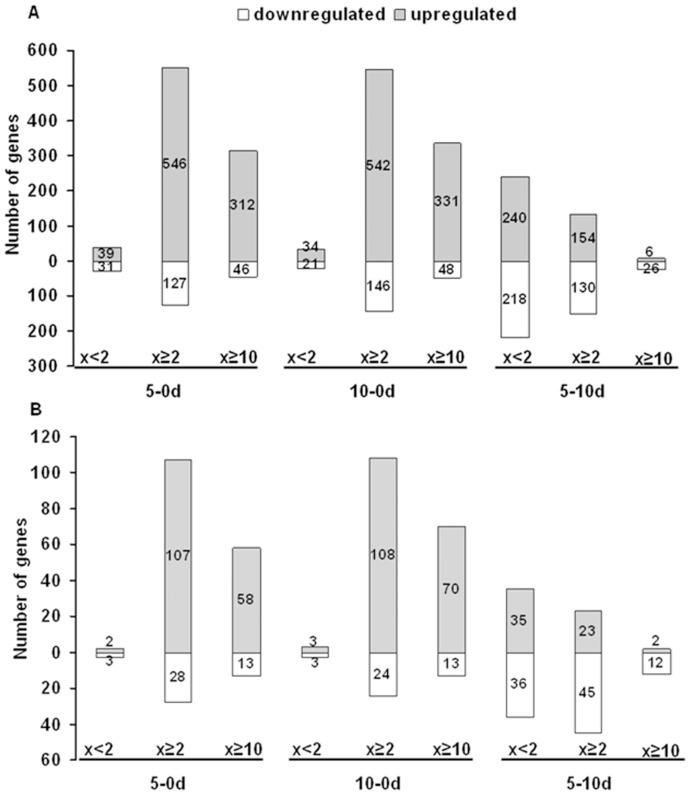
Number of TF genes of modulated expression in embryogenic cultures. A) TFs expressed in Col-0 culture. B) TFs of SE-specific expression pattern, i.e. those displaying distinctly different expression profiles in Col-0 and *tanmei* cultures. Numbers of TFs of steady (fold change<2) and modulated (fold change≥2) expression in embryogenic cultures referenced to the indicated culture time points (i.e. 5 d–0 d; 10 d–0 d, and 5 d–10 d) are given. Genes with up- and down-regulated expression are indicated.

**Table 3:** TF genes showing SE-specific expression.

				Fold change 2^ΔΔCt^			
AGI	Gene name	TF family	Known or predicted function	Col-0		*tan*	
				5d–0d	5d–10d	5d–0d	5d–10d
*AT1G02030*		C2H2	Seed germination	30.06	2.10	Steady expression	
*AT1G06170*	*bHLH89/EN24*	bHLH	Flower development, ZE [49]	7.89	4.59	Steady expression	
*AT1G19790*	*SRS7*	SRS	Flower development	3.92	1.32	Steady expression	
*AT1G25250*	*IDD16*	C2H2		1.10	−2.50	Steady expression	
*AT1G25560*	*EDF1/TEM1*	AP2/EREBP	Flowering time	2.95	−9.51	Steady expression	
*AT1G28160*	*ERF087*	AP2/EREBP	Stress	9.51	−1.88	Steady expression	
*AT1G34650*	*HDG10*	HB		25.63	−14.72	Steady expression	
*AT1G44830*		AP2/EREBP	Biotic stress	6.19	−2.79	Steady expression	
*AT1G51220*		C2H2		2.50	1.21	Steady expression	
*AT1G54330*	*ANAC020*	NAC		16.34	−2.64	Steady expression	
*AT1G59640*	*BIG PETAL*	bHLH	Flower development	4.47	−1.29	Steady expression	
*AT1G59810*	*AGL50*	MADS	Flower development	32.67	−1.12	Steady expression	
*AT1G60920*	*AGL55*	MADS		340.14	3.41	207.94	−1.47
*AT1G65300*		MADS	Seed/embryo development	64.45	1.66	3.51	−1.56
*AT1G66380*	*MYB114*	MYB	ZE [49], cell wall	88.65	1.32	Steady expression	
*AT1G67030*	*ZFP6*	C2H2	Cell cycle	89.26	1.78	13.36	−2.03
*AT1G68240*		bHLH		92.41	−2.00	Steady expression	
*AT1G68480*		C2H2	Flower development	3.51	−1.01	Steady expression	
*AT1G77850*	*ARF17*	ARF	Auxin	3.84	−1.78	2.48	1.56
*AT1G77980*	*AGL66*	MADS	Flower development	2.93	−1.47	Steady expression	
*AT2G17150*		NIN-like		4.53	−19.43	Steady expression	
*AT2G23740*	*SUVR5/SET6*	C2H2	Flower development	5.86	−1.45	2.17	−1.28
*AT2G27300*	*ANAC040/NTL8*	NAC	Salt stress	2957.17	2.38	Steady expression	
*AT2G30590*	*WRKY21*	WRKY	SE *Dactilis glomerata* [121]	5.78	1.95	Steady expression	
*AT2G31650*		SET-domain	Histone methylation	4.99	1.55	3.41	−1.80
*AT2G33480*	*ANAC041*	NAC		2.73	1.78	Steady expression	
*AT2G35700*		AP2/EREBP	Biotic stress	2.19	−2.35	1.88	1.46
*AT2G38470*	*WRKY33*	WRKY	Biotic and abiotic stress	4.11	−3.20	−1.07	−1.92
*AT2G39880*	*MYB25*	MYB		5.39	−1.99	3.41	1.09
*AT2G42280*		bHLH		4.38	−1.01	Steady expression	
*AT2G44430*		MYB	Flower development	4.86	−1.32	Steady expression	
*AT2G46770*	*EMB2301/NST1*	NAC	ZE [49], cell wall	67.65	−1.06	44.32	2.64
*AT2G47810*	*NFYB5*	CCAAT-HAP3	Flower development	1.88	−2.20	Steady expression	
*AT2G47890*	*COL13*	C2C2(Zn) CO-like	Flower development	4.92	−29.04	Steady expression	
*AT3G01220*	*ATHB20*	HB	Auxin	9.13	3.01	Steady expression	
*AT3G03200*	*ANAC045*	NAC		2.04	−2.14	Steady expression	
*AT3G04730*	*IAA16*	Aux/IAA	Auxin	16.34	−105.42	Steady expression	
*AT3G06490*	*MYB108/BOS1*	MYB	JA, GA, stress	107.63	−1.34	Steady expression	
*AT3G10470*		C2H2	Flower development	625.99	−1.13	55.33	1.35
*AT3G17600*	*IAA31*	Aux/IAA	ZE [38]	7.62	3.43	Steady expression	
*AT3G17730*	*ANAC057*	NAC		12.64	1.08	Steady expression	
*AT3G19070*		GARP-G2-like	Cell wall	22.01	1.01	Steady expression	
*AT3G21890*	*MZN24.1*	C2C2(Zn) CO-like	Light	15.03	−2.22	Steady expression	
*AT3G23240*	*ERF1B*	AP2/EREBP	Ethylene	4.53	4.23	Steady expression	
*AT3G24310*	*MYB71*	MYB		195.36	−5.13	Steady expression	
*AT3G27940*	*LBD26*	AS2 (LOB) I		128.89	−7.41	199.47	−5.31
*AT3G30260*	*AGL79*	MADS	Root development	14.32	−2.60	6.63	−5.24
*AT3G50700*	*ATIDD2*	C2H2		9.13	−9.00	Steady expression	
*AT3G51080*	*GATA9*	C2C2(Zn) GATA	ZE	3.63	−1.10	Steady expression	
*AT3G53200*		MYB		103.25	−1.41	6.63	−30.48
*AT3G56660*	*BZIP49*	bZIP	Stress	467.88	−1.65	Steady expression	
*AT3G56770*		bHLH	Biotic stress	13.55	3.18	Steady expression	
*AT3G60490*		AP2/EREBP	Stress	5.78	−1.16	−3.18	−8.46
*AT3G61890*	*ATHB-12*	HB	Water and salt stress	56.10	−6.68	Steady expression	
*AT3G61910*	*ANAC066/NST2*	HB	Cell wall	2.81	−1.57	Steady expression	
*AT4G00940*		C2C2(Zn) DOF		8.22	−13.74	Steady expression	
*AT4G01260*		GeBP		55.72	1.80	Steady expression	
*AT4G01540*	*NTM1/ANAC068*	NAC	Cell cycle; cytokinins	6.68	1.32	Steady expression	
*AT4G05100*	*MYB74*	MYB	JA; ethylene; stress	9.92	−1.09	Steady expression	
*AT4G17460*	*HAT1*	HB		24.93	−2.99	Steady expression	
*AT4G20970*		bHLH		64.89	−1.20	765.36	−1.22
*AT4G22070*	*WRKY31*	WRKY	SE *Solanum tuberosum* [26]	2225.63	5.74	Steady expression	
*AT4G22680*	*MYB85*	MYB	Vascular tissue, cell wall	124.50	6.32	Steady expression	
*AT4G24540*	*AGL24*	MADS	Flowering time	4.76	5.35	1.48	−1.12
*AT4G27950*	*CRF4*	AP2/EREBP	Ethylene, stress	10.93	−1.57	Steady expression	
*AT4G28110*	*MYB41*	MYB	ABA, water and salt stress	6.02	−1.93	Steady expression	
*AT4G28500*	*ANAC073/SND2*	NAC		116.97	−1.02	Steady expression	
*AT4G30080*	*ARF16*	ARF	ZE	6.23	1.16	4.17	−1.93
*AT4G32280*	*IAA29*	Aux/IAA	Auxin; root development	94.35	1.52	Steady expression	
*AT4G32730*	*MYB3R1*	MYB	Cell cycle; cytokinins	5.54	1.05	Steady expression	
*AT4G38620*	*MYB4*	MYB	ZE [49]	11.55	1.23	2.43	1.11
*AT4G38910*	*ATBPC5*	BPC/BRR		7.52	5.66	34.78	1.85
*AT4G39250*	*ATRL1*	MYB-related	Seed/embryo development	115.36	−1.47	167.73	35.26
*AT4G39410*	*WRKY13*	WRKY		4.17	11.31	1.73	−1.84
*AT5G01200*		MYB-related		41.07	−3.18	Steady expression	
*AT5G02350*		CHP-rich	Root development	5.03	1.04	−1.15	4.00
*AT5G04390*		C2H2		60.55	4.11	10.85	−1.29
*AT5G06500*	*AGL96*	MADS	ZE [49]	10.63	1.65	Steady expression	
*AT5G06510*	*NF-YA10*	CCAAT-HAP2	Seed/embryo development	24.59	−2.99	17.51	4.14
*AT5G06650*	*GIS2*	C2H2	GA	6.23	−2.22	Steady expression	
*AT5G10030*	*OBF4*	bZIP	ABA, SA, biotic stress	24.42	2.50	Steady expression	
*AT5G11190*		AP2/EREBP	Ethylene, biotic stress	136.24	−1.15	Steady expression	
*AT5G14000*	*ANAC084*	NAC	ZE [49]	8.51	−2.55	Steady expression	
*AT5G15130*	*WRKY72*	WRKY	ZE [49]	1652.00	−1.21	229.13	1.19
*AT5G18000*		B3	Flower development	1184.45	1.93	Steady expression	
*AT5G22890*		C2H2	Root development	94.35	−2.25	Steady expression	
*AT5G23260*	*AGL32/TT16*	MADS	Seed/embryo development	20.53	3.14	Steady expression	
*AT5G24110*	*WRKY30*	WRKY		11746.96	−5.46	Steady expression	
*AT5G26870*	*AGL26*	MADS	Root development	2.08	3.56	Steady expression	
*AT5G26950*	*AGL93*	MADS		11.16	−2.73	Steady expression	
*AT5G27070*	*AGL53*	MADS		18.64	−1.09	Steady expression	
*AT5G27130*	*AGL39*	MADS	Seed/embryo development	10.13	−1.57	1067.48	1.93
*AT5G27580*	*AGL89*	MADS		14.22	2.50	Steady expression	
*AT5G27910*	*NF-YC8*	CCAAT-HAP5		8.46	−1.46	1.26	−2.93
*AT5G38800*	*ATbZIP*	bZIP	Epidermal developmental, cell wall	243.88	−1.31	Steady expression	
*AT5G39760*		ZF-HD		5.82	1.06	4.29	−2.16
*AT5G40220*	*AGL43*	MADS		80.45	2.17	Steady expression	
*AT5G43175*		bHLH		1120.56	−1.11	9741.98	1.58
*AT5G50570*		SBP		5.66	1.03	Steady expression	
*AT5G50670*		SBP		4.86	−1.12	Steady expression	
*AT5G51780*		bHLH		5.66	−2.64	Steady expression	
*AT5G52260*	*MYB19*	MYB		44.63	1.67	Steady expression	
*AT5G56200*	*DEL1/E2L3*	C2H2	Endoreduplication	103.97	1.83	1.21	−47.84
*AT5G58010*	*LRL3*	bHLH	Root development	13.64	−2.43	Steady expression	
*AT5G60440*	*AGL62*	MADS	Seed/embryo development	5.46	1.47	Steady expression	
*AT5G62165*	*AGL42*	MADS		55.72	−15.56	103.25	−1.33
*AT5G66870*	*ASL1/LBD36*	AS2 (LOB) I	Flower development	12.55	1.11	3.18	2.45
*AT5G66980*		B3	Flower development	250.73	1.55	Steady expression	
*AT5G66990*		NIN-like		2.04	−709.18	2.85	−41.36
*AT2G17150*		NIN-like		4.53	−1.45	Steady expression	
*AT2G23740*	*SUVR5/SET6*	C2H2	Flower development; histone	5.86	2.38	2.17	−1.28
			methylation				
*AT1G33760*	*ERF022*	AP2/EREBP	Ethylene, stress	−155.42	−2.60	Steady expression	
*AT1G43640*	*TLP 5*	TUB	Protein degradation	−6.32	1.36	−14.32	−33.36
*AT1G49190*	*ARR19*	GARP-ARR-B	ZE [38]	−25.28	1.27	Steady expression	
*AT1G77200*	*ERF037*	AP2/EREBP	Callus differentiation *O. sativa* [43]	−3.48	2.11	Steady expression	
			ZE globular stage [49]				
*AT2G25900*	*ATTZF1*	C3H	ZE [49]	−15.35	−2.57	Steady expression	
*AT2G42150*		MYB	Seed/embryo development	−4.00	1.60	Steady expression	
*AT3G02310*	*AGL4/SEP2*	MADS	Flower development	−7.89	−3.12	−3.10	−1.24
*AT3G02940*	*MYB107*	MYB	ZE [38]	−65.80	−14.83	Steady expression	
*AT3G03760*	*LBD20/ASL21*	AS2 (LOB) I		−6.68	−4.11	Steady expression	
*AT3G27810*	*MYB21*	MYB	JA, GA	−162.02	1.38	Steady expression	
*AT3G50060*	*MYB77*	MYB	ZE [45], auxin response,lateral root growth	−3.20	1.83	Steady expression	
*AT3G57600*	*DREB2F/ERF051*	AP2/EREBP	Water stress	−1.84	2.64	−2.77	7.84
*AT4G01250*		WRKY	Biotic stress	−3.25	3.39	Steady expression	
*AT4G14540*		CCAAT-HAP3		−12.64	0.00	4.82	3.51
*AT4G32800*		AP2/EREBP	Stress	−4.17	1.21	Steady expression	
*AT4G36900*	*DEAR4/RAP2.10*	AP2/EREBP	Root development; biotic stress	−12.38	−1.45	−1.89	−1.48
*AT4G38000*	*DOF4.7*	C2C2(Zn) DOF	Flower development	−7.67	1.58	Steady expression	
*AT5G04400*	*ANAC077*	NAC		−89.88	1.02	Steady expression	
*AT5G15800*	*AGL2/SEP1*	MADS	Flower development	−34.30	−2.75	Steady expression	
*AT5G39660*	*DOF5.2*	C2C2(Zn) DOF	Flowering time, root development	−4.72	−3.51	Steady expression	
*AT5G51990*	*DREB1D/CBF4*	AP2/EREBP	Water stress	−121.10	−3.51	−110.66	1.05
*AT5G65100*		EIL	Flower development	−3.12	8.51	−71.51	−2.27
*AT5G65590*		C2C2(Zn) DOF		−25.99	−1.13	Steady expression	
*AT5G27810*		MADS		−15.56	−1.42	Steady expression	
*AT5G43840*	*HSFA6A*	HSF	Heat stress	−6.19	−1.69	Steady expression	
*AT4G28790*		bHLH		−1.99	5.17	−1.95	1.21
*AT1G69180*		YABBY	Flower development	−2.97	−48.84	344.89	−2.03
*AT2G14210*	*AGL44/ANR1*	MADS	ZE [49]	−2.64	−52.71	Steady expression	
*AT3G46770*	*REM22*	B3	Flower development	−106.15	−213.78	Steady expression	
*AT4G00870*		bHLH	Flowering time	−1.10	−7.16	3.20	−1.93
*AT4G25480*	*DREB1A/CBF3*	AP2/EREBP	ABA, water stress	−3.61	−13.55	Steady expression	
*AT1G19040*		NAC		424.61	639.15	Steady expression	

### Annotation of Differentially Expressed Genes

The TF genes differentially expressed in embryogenic Col-0 culture were annotated to 50 gene families of which 14 included the great majority (541 genes; 74%) of the differentially expressed transcripts (**Figure S1**). 

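The genes of Table S2 fall into 58 families by its own family labels, and the 14 largest families hold 547 genes. Of the 17 families with at least 10 linked genes, 16 had more genes higher than lower at 5 d in Col-0, also relative to the median gene, and 15 when centred on each plate. These linked genes had been selected by the study as changed. Over all TF genes under the deposited family labels, 36 of 38 families with at least 10 genes had more genes higher than lower, but 20 relative to the median gene, where 16 had more genes lower, and 18 when centred on each plate, where 19 had more genes lower. Among the linked families the exception was the HSF family, with 4 genes higher and 6 lower. No linked HSF gene was higher relative to the median gene, and 1 was when centred on each plate. Under the deposited labels 14 of 24 HSF genes were higher and 1 was lower, or 1 and 8 relative to the median gene.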

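At 5 d in Col-0, 57 of the 69 linked bHLH genes were at least 2-fold higher and 6 lower, or 43 and 10 relative to the median gene. Under the deposited labels 80 of 153 bHLH genes were higher and 27 lower. These became 56 and 47 relative to the median gene, and 55 and 52 when centred on each plate. Of the 65 linked AP2/EREBP genes, 39 were higher and 23 lower, or 37 and 25 relative to the median gene. For all 142 AP2/EREBP genes under the deposited labels, 68 were higher and 38 lower, or 55 and 47 relative to the median gene. Centred on each plate the direction turned, with 49 higher and 57 lower. In the WRKY family 37 of 38 linked genes were higher and 1 was lower, with a median rise of 4.71, and in the NAC family 41 of 46 were higher and 5 lower. All linked genes of these families lie on 1 plate, where the scaling relative to the median gene shifts the change at 5 d by only 0.041 and so tests nothing. Centred on that plate, 31 WRKY genes were higher and 1 lower, and 34 NAC genes were higher and 5 lower. Under the deposited codes 29 of 71 WRKY genes were higher and 16 lower, or 21 and 24 when centred on the plate.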

The most frequently represented families were bHLH (75), AP2/EREBP (69), MYB (62), NAC (54), C2H2 (49); WRKY (45), HB (41) and MADS (38), each of which represents 5–11% of the SE-modulated genes.

We next analysed the representation of TF families within the set of SE-associated genes. The SE-associated genes represented 32 TF families and particularly enriched were the MADS (20), MYB (16), AP2/EREBP (15), C2H2 (12), NAC (11), bHLH (11) and ABI3/VPI (4) families. We also noticed that several SE-associated genes belong to the WRKY (7) and DREB (7) families known for their involvement in stress responses.

### Functional Categories of Differentially Regulated Genes

To provide an overview of the potential contribution of TF genes to the regulatory mechanisms involved in SE, the genes differentially expressed in embryogenic culture were annotated according to their known or predicted functions (**Figure 8A**). In total, 519 genes (71%) were functionally annotated and the analysis revealed that the most abundant transcripts are related to plant development, phytohormone biology and stress responses. A great majority (∼78%, 407) of the SE-modulated TFs are related to plant development and in particular TFs involved in flower development were highly abundant (24%; 125). Other numerously represented genes of the plant development category were reported to be involved in embryo and seed development (∼22%, 71).

**Figure 8:**
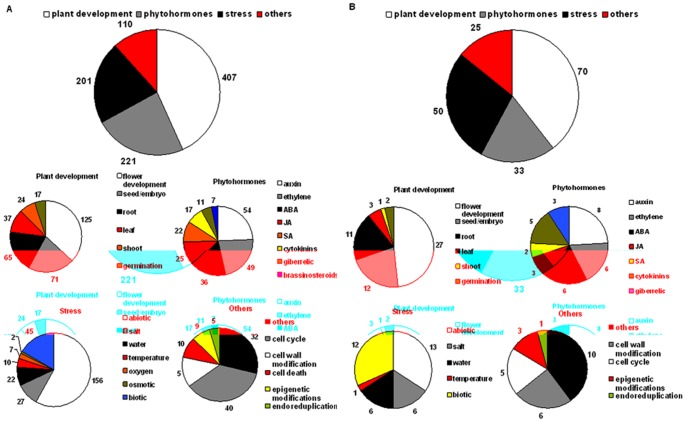
Functional categories of differentially expressed genes. A) TFs differentially expressed during SE. B) SE-associated TFs. TFs were annotated to four major categories (plant development, phytohormones, stress and others) and various subcategories. Given are the numbers of TFs in the different functional categories.

The number of TFs related to phytohormones and stress responses were similar and these functional categories included ∼43% and ∼39% of the genes, respectively. Within 221 hormone-related, SE-modulated TFs all major classes of phytohormones were represented and the most numerous were genes related to auxin (∼24%, 54). Half of the auxin-related genes encoded major auxin signaling molecules: ARF (7) and AUX/IAA (20). 

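All 20 linked AUX/IAA genes were at least 2-fold higher at 5 d, in Col-0, in tanmei, and relative to the median gene in Col-0. Centred on each plate 19 were, and IAA18 rose by 0.63. Their median rise in Col-0 lay at the 99.9th percentile of 10000 random lists of linked genes of similar level. IAA14 (AT4G14550) rose by 8.16, IAA5 (AT1G15580) by 7.48 and IAA18 (AT1G51950) by 1.91, and the profiles under their own deposited codes by 3.42, 7.85 and 4.34. All AUX/IAA genes carry another code in the deposited table, and IAA7 (AT3G23050), which rose by 7.18, changed by -0.13 in the profile deposited under its own code. IAA29 (AT4G32280) rose by 5.85 in Col-0 and IAA31 (AT3G17600) by 3.04, and the paper's Table 3 also lists both as higher at 5 d. In its separate qRT-PCR of single genes, however, the paper reports both as down-regulated during SE.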

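At 5 d in Col-0, the 5 linked CRF genes had a median change of 3.33 and the 6 linked gibberellin response genes one of 3.09, at the 80.2nd and 80.1st percentiles of random lists. The 7 linked ERF genes of ethylene and wound response had a median change of 3.10, at the 50.3rd percentile, or of 2.28 among the 6 detected in both groups and -0.08 under the deposited codes. In contrast, 6 of 7 linked jasmonate response genes were at least 2-fold lower, with a median change of -2.06 at the 0.145th percentile, and JAZ8 (AT1G30135) changed by -4.40. With genes named by the deposited codes JAZ8 rose by 1.63 and the jasmonate list lay at the 94.3rd percentile.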

Beside auxin-related TFs, many genes related to other phytohormones (e.g. ethylene, ABA, cytokinin, GA) were observed to be prevalently up-regulated during SE (**Figure 9**). Among 201 stress-related TFs modulated during SE, genes responding to different abiotic stress factors (salt, water, temperature, oxidative stress) were represented more frequently than those involved in pathogen responses.

**Figure 9:**
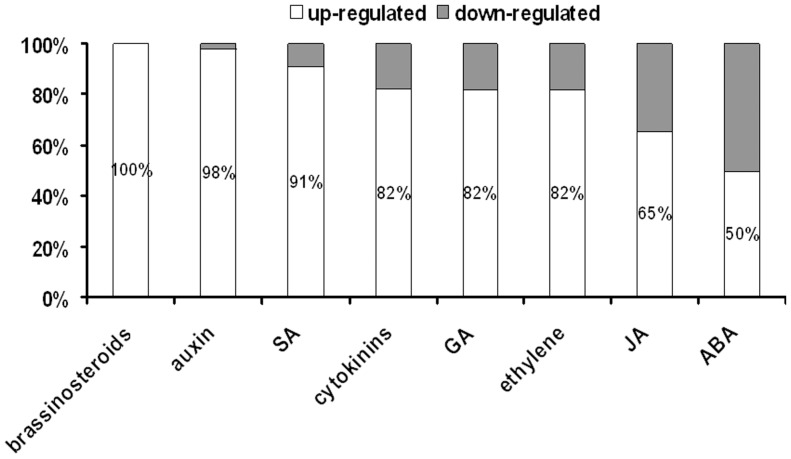
Hormone-related TFs. The graph shows the percentages of hormone-related TFs up- or downregulated in embryogenic Col-0 culture. A great majority of the hormone-related TFs is up-regulated including those related to brassinosteroids, auxin, SA, cytokinins, GA, ethylene, JA and ABA.

Within the group of functionally annotated SE-modulated TFs, 101 (∼20%) represented SE-specific expression, and the number and representation of functional categories were similar to those of globally affected genes (**Figure 8B**). A great majority (∼70%) of the SE-specific TFs were annotated to plant developmental processes and predominantly contribute to flower development (∼27%).

We observed some notable differences between SE-modulated and SE-associated genes with respect to functional annotations. Strikingly, the number of stress-responsive TFs, especially those related to biotic stress, was higher (∼50%) among SE-associated transcripts, whilst the percentage of phytohormone-related genes was lower (∼33%), but interestingly the representation of cytokinin- and gibberellin-related genes was increased over auxin-related genes.

### Functional Test of SE-modulated Transcription Factors

To further elucidate the involvement of TFs in SE we analysed the capacity for SE induction in mutants carrying T-DNA insertions in 17 TF genes of SE-modulated expression (**Table S4**). Twelve of them (∼70%) were found to display a significantly impaired embryogenic response manifested by a reduced number of explants undergoing embryogenic transition (**Figure 10A**). The SE-defective phenotypes suggest that the mutated TFs contribute to SE induction; however, the precise molecular functions of most of the genes are unknown. Among the mutants showing reduced embryogenic potential were those affected in genes related to auxin signaling (*AUX/IAA*). All *iaa* mutants analysed (i.e., *iaa16, iaa29, iaa30* and *iaa31*) displayed significantly impaired SE efficiency, manifested by a lower frequency of explants undergoing SE induction compared to the Col-0 wild type (**Figure 10A**). Furthermore, one of them (*iaa30*) also produced significantly fewer somatic embryos per responding explant (**Figure 10B**).

**Figure 10:**
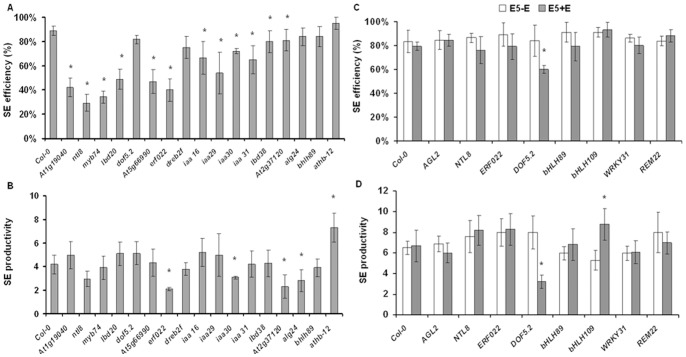
Functional test of SE-modulated transcription factors. Embryogenic capacity of TF T-DNA insertion mutants (A, B) and transgenic lines expressing the indicated TFs under the control of a ß-estradiol-inducible promoter (C, D) was analysed and SE efficiency (A, C) and SE productivity (B, D) were evaluated. Values significantly different from the parental Col-0 genotype are marked by asterisks (n  = 3; means ± SD are given; Mann-Whitney’s U test; p<0.05).

In addition to the analysis of the insertion mutants, the capacity for SE was evaluated in eight transgenic lines overexpressing TFs of SE-modulated expression under the control of a ß-estradiol-inducible promoter (**Figure 10C,D**). We observed a significantly reduced embryogenic response in cultures overexpressing *DOF5.2*; both, SE efficiency and SE productivity were impaired, i.e. fewer explants underwent SE induction and a lower number of somatic embryos were produced by the responding explants, indicating that *DOF5.2* acts as a negative regulator of SE. This conclusion is consistent with the observation, that *DOF5.2* expression declines during early somatic embryo formation, compared to explants (0 d). In contrast, overexpression of *bHLH109* resulted in significantly increased SE productivity, in accordance with the fact that *bHLH109* transcript abundance strongly increases during SE (**Figure S2**).

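The transcript level of bHLH109 (AT1G68240) rose by 6.89 on the log2 scale from 0 d to 5 d in Col-0, and by 6.21 relative to the median gene. At 10 d it was higher than in explants by 6.40. In tanmei it changed by -1.54 at 5 d. Under the deposited code of bHLH109 the profile differs, with changes of 4.16 at 5 d and -0.20 at 10 d in Col-0 and of 7.44 at 5 d in tanmei. The rise at 5 d in Col-0 holds under both names, but not the rise at 10 d or the difference from tanmei. The paper's statement refers to its Figure S2, a separate measurement against seedling development, which these profiles do not test.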

### *AUX/IAA* Genes

The *AUX/IAA* genes negatively affecting SE induction potential when mutated (i.e., *IAA16, IAA29, IAA30* and *IAA31*) were subjected to a closer analysis and their transcript levels were evaluated at different time points in cultures derived from the IZE explants. To reveal relations between gene expression and auxin treatment, explants treated with auxin and undergoing SE induction were compared to those of developing seedlings on auxin-free medium. The qRT-PCR analysis indicated that expression patterns during SE varied between the genes; two of the genes (*IAA16* and *IAA30*) were up-regulated while two others (*IAA29* and *IAA31*) were down-regulated during SE (**Figure 11**). Among the *AUX/IAA* genes analysed, *IAA16* displayed the highest increase in transcript level in embryogenic culture. We found that transcript levels of the studied *IAA* genes were significantly influenced by auxin and expression of most of them (*IAA16, IAA29* and *IAA30*) was distinctly stimulated on auxin medium.

**Figure 11:**
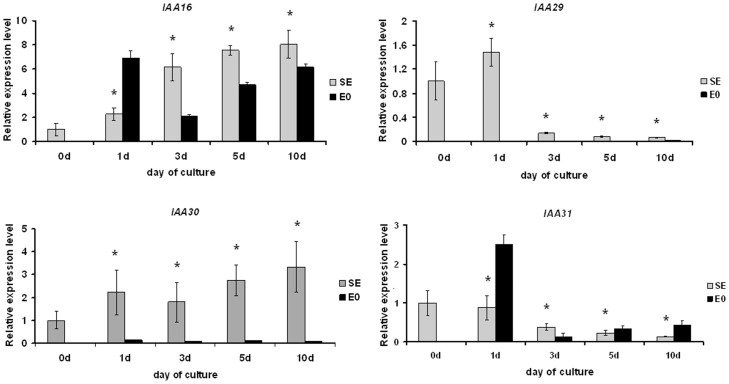
Expression profiles of *AUX/IAA* genes. Shown are expression levels of *AUX/IAA* genes (*IAA16, IAA29, IAA30* and *IAA31*) in explants induced towards alternative morphogenic pathways, i.e. somatic embryogenesis (SE) and seedling development (E0). Values significantly different from E0 are labeled by asterisks (n  = 3; means ± SD are given; Mann-Whitney’s U test; p<0.05).

## Discussion

### An Extensive Up-regulation of the TF Transcriptome Accompanies SE Induction

This study provides the first, to our knowledge, comprehensive analysis focused on TFs and their expression during the time course of SE. Our analysis indicates that in embryogenically induced somatic tissue of Arabidopsis a large part of the TF transcriptome (over 1,600 TFs) is active. Similarly, over 1,300 TFs were expressed throughout seed development in Arabidopsis and TF genes were found to constitute a much higher fraction (17%) in seed-specific than global (6%) transcriptomes [38]. Thus, tissues undergoing embryogenesis, both in *in planta* and *in vitro*, appear to be highly enriched for TF transcripts supporting the model that regulatory genes have a strong impact on plant developmental processes and in particular, embryogenesis. In support of this, the transcriptome of embryogenesis-related tissues in *Medicago truncatula* includes a high number of TF mRNAs, and 91% vs. 77% of the TF genes were found to be expressed in pods containing developing seeds vs. leaves [32]. Similarly, transcriptome data for reproductive cells in *Brassica napus* showed a distinctly increased number of TF genes expressed in microspores of high embryogenic potency than in non-embryogenic pollen [39].

To identify SE-related TF genes we focused on transcripts differentially expressed during the time course of the embryogenic culture and found that 729 TFs display differential expression in embryogenic culture. Likewise, in shoot organogenesis induced in poplar, 588 TFs (23% of the total) were found differentially expressed [40]. These data reflect the massive genetic reprogramming of somatic cells associated with the induction of new morphogenic paths under *in vitro* conditions and indicate that the control of gene expression at the transcriptional level greatly contributes to the morphogenic switches induced *in vitro*.

Strikingly, when global mRNAs were analysed in embryogenic cultures of other plants much fewer transcripts than found in the present study were reported to be differentially expressed. In rice cultures induced towards different regeneration processes including SE, only 1–3% of the genome was reported to be differentially expressed [41]. Likewise, in soybean and potato 2.6% and 4% of all transcripts were found to be modulated, respectively [25], [26]. The results obtained by global transcriptome analyses suggested a relatively low frequency of differentially expressed TF transcripts [26], [42], [43].

The relatively high number of modulated genes observed in the present study may in part be due to the higher sensitivity of qRT-PCR over hybridization-based approaches, as reported earlier [28], [44]. In accordance with this we identified over twice as many TF mRNAs (1730) in IZE explant tissue than previously discovered (847) by microarrays in the mature green stage of zygotic embryos [38]. Our study furthermore revealed that up-regulation of TF gene expression dominated over down-regulation; up-regulated TFs were almost four times more frequent than down-regulated ones. In ZE, only a moderate predominance (slightly over 50%) of up- over down-regulated mRNAs was observed in early stages of seed development spanning from globular to bent cotyledon embryos [45]. Likewise, recent analysis on several marker genes in pine, including TF mRNAs, documented generally higher gene expression level during SE than during ZE [46].

Similar to our results on the TF transcriptome, global transcriptome analysis in an embryogenic culture of *M. truncatula* indicated a distinct prevalence of up- over down-regulated transcripts [47]. Similarly, differentially expressed genes in cotton embryogenic cultures were also found to be upregulated in most cases [42]. In differentiating embryogenic rice callus, activation of gene expression was more common than repression, but a distinct prevalence of up- versus down-regulated genes was not observed [43]. Few reports indicated that TFs were mostly down-regulated, in contrast to global mRNA profiles [25], [26]. However, the overall relatively small number of TF transcripts detected in these experiments (possibly due to technical limitations associated with microarrays used in those studies) may explain these earlier results.

### TFs Strongly Modulated during SE-induction

The next striking feature of the TF transcriptome during SE induction revealed here was the drastic change (by at least 10-fold) of the expression of almost half (49%) of the modulated transcripts. In contrast, highly up-regulated transcripts were much less frequent in the global ZE transcriptome and constituted only 1–5% of the differentially expressed mRNAs [38]. It can perhaps be assumed that a rapid, massive and strong stimulation of TF expression occurring *in vitro* in SE-induced tissue results from a genome response to auxin treatment. Likewise, in potato, the most dramatic modulation of the transcriptome was observed during the SE induction phase enforced on auxin-containing medium [26], while a drastic fall in gene expression levels was observed in oil palm embryogenic culture after auxin removal from the medium [48].

### Early versus Advanced Stages of SE

Our analysis demonstrated that different TF expression patterns discriminated early from advanced stages of embryogenic culture. In contrast to the embryo induction stage, stabilization of the transcriptome was observed at the more advanced culture stage associated with embryo formation, and most genes (58%) that changed expression by more than 2-fold during the embryo induction stage (i.e., between 0 d and 5 d) retained their expression level thereafter, thus changed expression by less than 2-fold between 5 d and 10 d. Divergent expression profiles were also reported for early and late stages of embryogenesis during seed development [39], [49]. However, data on gene expression profiles specific to different stages of embryogenic cultures are generally scarce. In potato, similar to our results, the differentially expressed transcription-related genes are distinctly less abundant during advanced embryo formation than in the embryo-induction phase [26]. Also studies in maize and *Medicago truncatula* revealed a lower frequency of highly expressed genes in more advanced embryogenic cultures [23], [50].

Apart from distinctly different expression profiles of early and advanced embryogenic cultures, it must be stressed that the great majority (>1,600) of the TFs were expressed across both stages of SE, and the number of TFs exclusively expressed at either the early or advanced SE stage was found to be very small (below 10). Also in ZE, many genes, including TFs, were expressed across multiple embryogenic stages [38], [45] and only a small number of genes was specifically active in each given ZE stage [51], [52]. Likewise, in *Brassica napus*, 30% of the genes expressed in microspore cultures upon embryogenic transition were also associated with developing androgenic embryos [53]. These observations thus indicate an extensive overlap in the transcription regulatory machinery of SE-competent (explant) and SE-responding tissue and that many regulatory genes and their associated biological processes are shared across different stages of embryogenic culture.

### SE-associated TFs

A common approach in screens for SE-associated genes is to contrast transcriptome profiles of embryogenic and non-embryogenic tissues and select the genes differing in expression profiles [22], [25], [50], [54]. This strategy eliminates the genes expressed in response to auxin but not directly involved in the embryogenic switch. A similar approach used here identified 141 genes of distinctly different expression profiles in cultures derived from the highly embryogenic Col-0 accession versus the non-embryogenic *tanmei* mutant. A subset of the 141 genes includes regulators previously found to affect embryogenic development, including sixteen genes reported to be expressed during ZE [38], [45], [49].

Considering the suggested similarities between the genetic programmes governing zygotic and somatic embryogenesis [2], the number of genes required for somatic embryo development was assumed to be convergent to that in ZE. In ZE, the number of genes essential for embryo development in Arabidopsis was estimated to be 500–1000, including 220 *EMB* genes identified as required for normal zygotic embryo development [55], [56], [57]. However, in a recent analysis of the ZE global transcriptome less than 2% of the genes were found to be seed-specific and among them 48 TF genes were reported to be active exclusively, or at elevated levels, in seeds [38]. Strikingly, the majority of the seed-specific TFs [38] were not identified here among the TFs of SE-modulated expression in embryogenic Arabidopsis cultures. 

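MYB107 (AT3G02940) changed by -5.66 at 5 d in Col-0 and by -1.61 in tanmei, and IAA31 (AT3G17600) rose by 3.04 in Col-0 and by 1.74 in tanmei. Profiles deposited under these codes changed by 2.61 in Col-0 and 3.46 in tanmei for MYB107, and by 1.08 and -2.11 for IAA31. The paper's separate qRT-PCR of single genes reports IAA31 as down-regulated during SE. Of 15 seed maturation regulators listed before the values were examined, 4 were linked, and their median change at 5 d was -1.59 in Col-0. Under the deposited codes the median of the 15 genes was 0.31, with 5 higher and 1 lower. DPBF2 (AT3G44460) changed by -10.10 in tanmei and by -1.61 in Col-0, or by 0.33 and -0.16 under its own deposited code. ABI3 (AT3G24650), which carries the same code in both tables, changed by -4.92 in tanmei and by -0.19 in Col-0. The median difference between the genotypes' changes was 4.62, at the 99.98th percentile of random lists, and 1.54 for the 15 genes under the deposited codes.

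**Figure D3:**
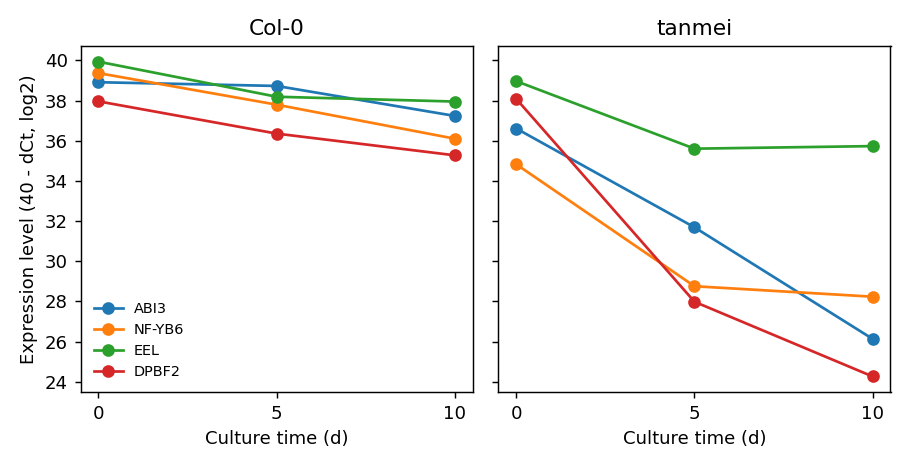
Expression level (40 − dCt, log2) of ABI3, NF-YB6, EEL and DPBF2 at 0, 5 and 10 d in Col-0, left, and in tanmei, right. Each point is 1 mean per group, and the levels in tanmei drop further than in Col-0.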

We found that only three of them (*ARR19, MYB107, IAA31*) displayed SE-specific expression, whilst 12 other seed-specific TFs were modulated in Col-0 embryogenic culture. This apparently lower than expected similarity between SE- and seed-specific gene expression was also stressed in a study on cucumber embryogenic cultures [58]. In addition, comparative expression profiling of some genes during ZE and SE in pine indicated some differences in the level and pattern of expression, including TF genes [46]. The differences in the gene expression patterns in ZE and SE likely reflect specificities of molecular mechanisms underlying embryogenic development in zygotic vs. somatic cells. Furthermore, the heterogeneity of the cell population analysed in embryogenic cultures may, in contrast to the more homogenous cell populations in ZE, substantially affect the gene expression profiles in tissues undergoing SE.

### Stress-responsive TFs

The induction of SE was considered as a tissue response to stress imposed by *in vitro* culture [59], [60], [61]. In support of this, the activity of many stress-related genes was found to be associated with embryogenic cultures in different plants [25], [47], [48], [50], [62], [63]. Similarly, in our study numerous stress-responsive TFs were expressed in Arabidopsis embryogenic cultures, representing half of the transcripts with SE-specific expression. 

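At 5 d in Col-0, 6 of 9 linked heat shock factors were at least 2-fold lower and 2 were higher, with a median change of -2.80. Of 10 linked genes of cold, drought and ABA response, 7 were lower and 2 higher, with a median change of -2.64, or of -0.09 for 15 genes under the deposited codes. DREB1B (AT4G25490), which carries the same code in both tables, changed by -6.67, and DREB2A (AT5G05410) by -4.21. Of 9 linked defence WRKY genes, 8 were higher and 1 lower, against 5 and 2 of 12 under the deposited codes, and WRKY75 (AT5G13080) rose by 5.65, or by 1.60 under its own deposited code. Under the deposited codes the heat shock factors lay at the 79.5th percentile of random lists, against 0.02 for the linked genes.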

The great majority (80%) of the stress-related TFs were up-regulated especially at the early stage of SE. Activation of such a large number of stress-related genes during *in vitro* embryo induction is unlikely to indicate a specific mechanism relevant to SE, but rather reflects a general response of the plant´s genome to the environment imposed *in vitro*. A significant proportion (39%) of the stress-related TFs modulated in embryogenic culture belong to the AP2/EREBP, WRKY and NAC families that are commonly activated in response to biotic and abiotic stresses [64], [65], [66], [67].

A massive involvement of TF genes in stress responses can be expected as transcriptional control provides a crucial mechanism of plant responses to various stresses [68]. Several exogenous factors can trigger the expression of stress-related genes under *in vitro* conditions, and 2,4-D used in SE-induction medium is supposed to act as a powerful ‘stressor’ [59], [60], [69]. The strong response of stress-related genes in somatic cells under 2,4-D treatment observed here is in accordance with reports on other plant cultures [25], [26], [70], [71], [72]. Other tissue culture-related conditions can also be expected to influence gene expression *in vitro.* Recently, *WIND1* (*WOUND INDUCED DEDIFFERENTIATION1*) encoding a TF involved in establishment and maintenance of the dedifferentiated status of somatic cells in the absence of exogenous hormones was reported to be activated by tissue wounding [73]. Increased expression of *WIND1* in embryogenic cultures was detected here and in other plant cultures [50], [74].

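WIND1 (AT1G78080), which carries the same code in both tables, rose by 1.47 on the log2 scale at 5 d in Col-0 and by 1.89 at 10 d. The rise at 5 d was 0.78 relative to the median gene and 0.19 relative to that of its plate, less than 2-fold. The rise at 10 d stayed above 2-fold relative to the median gene, but was less than 2-fold relative to that of its plate. In tanmei WIND1 rose by 2.09 at 5 d.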

### Hormone-related TFs

Our analysis revealed a large number of hormone-related TFs that changed their expression during SE, indicating an extensive involvement of hormone-related signaling pathways in this process.

#### Auxin-responsive genes

Auxin is a key trigger of SE in most plants, including Arabidopsis [75]. In accordance with this we observed a large number of auxin-responsive genes to be modulated in Arabidopsis embryogenic culture and similar observations were documented during SE in other plants [26], [41], [43], [76], [77]. Members of the ARF and AUX/IAA transcription regulator/signalling families act in concert to modulate expression of auxin-responsive genes [78], [79]. We found that expression of over half (27/42) of all *AUX/IAA* and *ARF* genes changed during SE in Arabidopsis. In ZE of Arabidopsis, the majority of *AUX/IAA* and *ARF* genes were found active [80], [81]. Transcripts of these genes constituted up to 4% of the seed-specific transcriptome [38] and, as indicated in the present study, *AUX/IAA* and *ARF* transcripts constituted a similar fraction of the SE-associated transcriptome.

Within the group of ARF regulators, *ARF5* (*AT1G19850*) encoding the MONOPTEROS (MP) auxin response factor, was up-regulated in embryogenic cultures of Arabidopsis (this study) and similarly in soybean [25]. 

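MP (ARF5, AT1G19850) rose by 3.72 at 5 d in Col-0 and by 4.38 at 10 d, or by 3.04 and 3.85 relative to the median gene. In tanmei it rose by 3.91 at 5 d. The profile deposited under its own code rose by 0.96 at 5 d in Col-0 and by 0.38 in tanmei, each less than 2-fold.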

*MP* constitutes a key gene in the control of zygotic embryo patterning via affecting polar auxin transport through activation of the auxin efflux carrier gene *PIN1* [82]. Significant activity of *MP* in embryogenic cultures may indicate that, similar to ZE, polar auxin transport and patterning are associated with somatic embryo induction and development. In support of this, mutations in both, *MP* and *TIR1* (*TRANSPORT INHIBITOR RESPONSE1*) were found to partly impair SE induction in Arabidopsis IZE explants (Malgorzata D. Gaj and A. Trojanowska, unpublished data). An important role of polar auxin transport for proper embryogenesis is supported by the fact that embryo development is impaired *in vivo* [83] and *in vitro* [84], [85], [86], [87] when auxin transport is disturbed.

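All 6 linked ARF genes were at least 2-fold higher at 5 d in Col-0. ARF8 (AT5G37020) rose by 2.22, ARF16 (AT4G30080) by 3.17 and ARF17 (AT1G77850) by 2.12, and each rose by more than 2-fold relative to the median gene. Centred on their plate ARF8 rose by 0.95 and ARF17 by 0.84, less than 2-fold, and 3 of the 6 genes passed 2-fold. ARF6 (AT1G30330) rose by 1.61, or by 0.93 relative to the median gene. With genes named by the deposited codes ARF8 rose by 1.55, ARF16 by 1.01, ARF17 by 0.05 and ARF6 by 3.72. Of 23 ARF genes named in this way 12 were higher, with a median change of 1.01, so the rise of all ARF genes is limited to the linked ones. The median of the linked list lay at the 70.5th percentile of random lists.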

We also observed an upregulation of several other *ARF* genes in embryogenic cultures, including *ARF6*, *ARF8*, *ARF16* and *ARF17*. We found *ARF6* to be co-expressed with *ARF8*, similarly to what has been reported for ZE [45], [49]. *ARF8* has been suggested to control the level of free IAA (indole-3-acetic acid) in a negative feedback fashion by regulating expression of *GH3* genes [88]. Expression of *ARF16* and *ARF17* was also modulated during ZE [45], [49]. *ARF17* has been implicated as a regulator of GH3-like early auxin response genes [89]. *ARF16* together with *ARF10* and *IAA17/AXR3* regulate distal stem cell differentiation in Arabidopsis roots acting upstream of *PLETHORA* (*PLT*) [90]. 

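PLT1 (AT3G20840) and PLT2 (AT1G51190), which carry the same codes in both tables, rose by 4.90 and 4.22 at 5 d in Col-0, and by 4.37 and 4.60 in tanmei. ARF10 (AT2G28350) rose by 4.19 and IAA17 (AXR3, AT1G04250) by 4.49 in Col-0. Named by the deposited codes, ARF10 rose by 2.12 and IAA17 fell by 1.39. The 7 linked genes of root founder cells and the root stem cell niche were all higher at 5 d, at the 99.3rd percentile of random lists, but the list lay at the 3.17th percentile under the deposited codes.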

Of note, these genes (*ARF10, ARF16, IAA17, PLT1* and *PLT2*) were up-regulated in embryogenic Arabidopsis cultures.

Similar to *ARFs,* reports on *AUX/IAA* expression in embryogenic cultures of plants are rare; of note, however, homologs of the Arabidopsis *IAA9* and *IAA8* genes were found expressed during SE in *Cyclamen persicum* and *Gossypium hirsutum* [91], [92]. In the present analysis almost 70% of the *AUX/IAA* family members displayed modulated expression in embryogenic cultures suggesting their involvement in SE. In support of this we found *iaa* mutants (*iaa16, iaa29, iaa30* and *iaa31*) to be significantly impaired in the embryogenic response.

#### *AP2/EREBP* TFs and ethylene responses

The SE-modulated TF transcriptome was highly enriched for members of the AP2/EREBP family. Numerous *AP2/EREBP* genes were previously shown to control SE and shoot organogenesis *in vitro*, and several members of the family were reported to promote embryo development in somatic tissues when overexpressed, including e.g. *BABY BOOM* (*BBM*) [13], *AGAMOUS-LIKE15* (*AGL15*) [15], [93] and *EMBRYOMAKER* (*EMK*) [19]. Expression of *AP2/EREBP* TFs was frequently found to be modulated in embryogenic cultures of different plants [25], [50], [76], [77], [94], [95] including Arabidopsis (this report). Many members of the ERF subfamily are involved in ethylene responses [65]. Hence, enhanced expression of *AP2/EREBP* genes during the *in vitro* culture may reflect a general stress response of the tissues as e.g. induced by wounding or hormonal treatment [68], while some *ERF* genes may be specifically involved in the induction of SE. The role of ethylene for somatic embryo development was demonstrated in *Medicago truncatula*, where *SOMATIC EMBRYO-RELATED FACTOR1* (*MtSERF1*), an ERF subfamily TF affecting ethylene biosynthesis, is crucial for embryo induction [50]. Likewise, in *Pinus silvestris* an increased content of endogenous ethylene appears to be required for somatic embryo development [95]. Recently, ethylene biosynthesis and perception were also reported to be involved in SE induction in Arabidopsis [96]. In support of this, the extensive modulation of many (49) ethylene-related TFs of the ERF, MYB, bHLH, NAC and WRKY families was observed here for embryogenic Col-0 cultures, and mutations affecting *ERF022* (encoding an ERF TF**;** **Figure 10**) and *ACC SYNTHASE4* (*ACS4*; involved in ethylene biosynthesis) appeared to significantly decrease explant capacity for SE (data not shown). Our preliminary analysis indicates regulatory relationships between ERF022 and genes acting in ethylene signaling and biosynthesis (Katarzyna Nowak and Malgorzata D. Gaj, unpublished). 

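RAP2.6L (AT5G13330), which carries the same code in both tables, rose by 3.36 at 5 d in Col-0 and by 2.01 at 10 d. These rises were 2.67 and 1.49 relative to the median gene, and 2.08 and 0.71 relative to that of its plate. In tanmei it rose by 2.49 at 5 d.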

Another ethylene related gene, *RAP2.6L* (*RELATED TO AP2 6L*; *AT5G13330*) of the AP2/EREBP family, was found here to be up-regulated in embryogenic cultures. *RAP2.6L* expression is also induced during shoot organogenesis [94], in proliferating cells of newly formed tissues after wounding, and by stress hormones and abiotic stresses [97], [98].

#### Cytokinin-related TFs

Although cytokinin is not included in SE-induction medium, the involvement of cytokinin-related TFs in embryogenic development may be expected due to widespread crosstalk between auxin and cytokinin signalling [99], [100], [101], [102]. We here observed 16 cytokinin response-associated TFs to be affected in the auxin-induced embryogenic Col-0 cultures, including key cytokinin regulatory genes, i.e. *CYTOKININ RESPONSE FACTORS* (*CRFs*) and *Arabidopsis RESPONSE REGULATORS* (*ARRs*). Of eight *CRFs*, four (*CRF2, 3, 4* and *5*) were up-regulated in Col-0 embryogenic cultures. 

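CRF2 (AT4G23750), CRF4 (AT4G27950) and CRF5 (AT2G46310) carry the same codes in both tables and rose by 3.13, 3.75 and 3.79 at 5 d in Col-0. CRF7 (AT1G22985) also carries its own code and changed by -1.48. The linked CRF3 (AT5G53290) profile, which carries another code, also rose by more than 2-fold. The profile deposited under the code of CRF3 changed by -2.39.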

CRFs mediate a large fraction of the transcriptional response to cytokinin to regulate development of embryos, cotyledons, and leaves and they function together with type-B ARRs [103]. Two type-B *ARR* genes, i.e. *ARR19* and *ARR10*, had altered expression in Col-0 cultures. *ARR10* transcripts were up-regulated in early and advanced stages of SE and similarly, up-regulation of the *ARR10* homolog *MtRR1* (*Mtr.43735.1*) was reported in embryogenic cultures of *M. truncatula* [47]. 

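ARR10 (AT4G31920) rose by 4.40 on the log2 scale at 5 d in Col-0 and by 3.98 at 10 d. Both rises were smaller relative to the median gene, 2.94 and 2.61. In tanmei ARR10 rose by 3.77 at 5 d, and the profile deposited under its own code rose by 2.07 in Col-0 and by 0.23 in tanmei.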

*ARR10*, together with *ARR1* and *ARR12*, is proposed to play a general role in cytokinin signal transduction [104].

#### Gibberellin-related TFs

In Arabidopsis, the endogenous level of gibberellins in somatic tissue seems to be negatively correlated with embryogenic potential. The *lec* mutants, displaying increased GA content [105], were found to have a drastically reduced ability for SE [106]. Similarly, the *pickle* mutant which has elevated levels of bioactive GAs displays reduced embryogenic potential in cultures of IZEs, and exogenously supplied GA_3_ was demonstrated to decrease tissue capacity for SE induction [106].

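RGL1 (AT1G66350) rose by 3.97 on the log2 scale at 5 d in Col-0 and by 3.02 in tanmei. Relative to the median gene the rise in Col-0 was 2.51. The profile deposited under the code of RGL1 rose by 1.51 in Col-0 and by 1.54 in tanmei. RGL2 was not linked to a deposited profile.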

In support of the inhibitory effect of GA on embryogenic capacity in Arabidopsis, several genes important for the negative regulation of GA responses were found to display an SE-specific up-regulation, including the DELLA-encoding genes *RGL1* (*RGA-LIKE1,* RGA for repressor of ga1-3) and *RGL2*. DELLA proteins interact with multiple environmental and hormonal response pathways and restrain plant growth [107]. The stimulation of DELLA-encoding genes in Col-0 embryogenic cultures may also be associated with stress responses as DELLA accumulation was reported to elevate the expression of genes encoding ROS detoxification enzymes, thus reducing ROS levels [108]. Another suppressor of GA responses, *SHORT INTERNODES* (*SHI*), was found to be up-regulated in Col-0 embryogenic cultures; in intact plants, *SHI* affects the development of shoot and root primordia [109].

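SHI (AT5G66350) rose by 3.50 at 5 d in Col-0, or by 2.52 relative to the median gene of its plate, and by 4.39 in tanmei. The profile deposited under its own code rose by 0.94 at 5 d in Col-0, less than 2-fold.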

### Role of TFs in SE

To increase the probability of finding TFs functionally relevant for SE, we included the *tanmei* mutant in our transcriptome analysis. As *tanmei* lacks the capacity for SE, TFs differentially expressed between Col-0 and the mutant may represent candidate regulators of SE, although genes not specifically associated with SE may also be expressed at different levels in the two genetic backgrounds. Considering the results of our global expression analysis we selected 21 genes (18 of which showed altered expression in Col-0 *vs*. *tanmei*, and three genes displayed differential expression in embryogenic culture) to test their potential relevance for somatic embryo formation, using T-DNA insertion mutants and transgenic lines expression the TFs under the control of a ß-estradiol-inducible promoter [110]. The majority (70%) of the mutants analyzed were significantly impaired in their SE capacity suggesting an involvement of the tested TFs in this process.

We found that various T-DNA insertion lines impaired in SE were actually mutated in genes related to stress responses, including *ERF022, NTL8, DREB2F, ATHB*-*12*, *LBD20* and *MYB74*. Mutating *ERF022* increases the plant´s sensitivity to osmotic and salinity stress, whilst overexpressing it triggers the opposite phenotype (Katarzyna Nowak and Malgorzata D. Gaj, data not shown). *NTL8* of the NAC TF family was reported to regulate gibberellic acid-mediated salt signalling during Arabidopsis seed germination [111]. Expression of *DREB2F* is affected by abiotic and biotic stresses (eFP browser: http://www.bar.utoronto.ca/efp/cgi). *ATHB12* together with *ATHB7* was reported to encode a potential regulator of growth in response to water deficit [112]. *LBD20 (LOB DOMAIN-CONTAINING PROTEIN20*) has recently been suggested to be involved in transcriptional regulation of plant defence responses against pest or pathogen attack [113]. *MYB74* is a close homolog of *MYB102* which was demonstrated to be induced by osmotic stress and wounding [114]. Summarizing, the SE-impaired phenotypes observed in mutants of stress-related genes strongly support the notion that SE induction shares, at the molecular level, processes that are also relevant to general stress responses.

In contrast to the insertion mutants, phenotypes of transgenic lines overexpressing TFs under the control of a chemically inducible promoter were generally less informative. However, for two TFs, i.e. *DOF5.2* and *bHLH109*, we observed a clear function in SE. The phenotype observed upon induced overexpression of *DOF5.2* (reduced SE capacity) together with the fact that expression of the gene decreases during early stages of somatic embryogenesis suggests that DOF5.2 functions as a negative regulator of SE induction. Currently, the exact molecular function of *DOF5.2* is unknown, however, the gene was shown to be specifically expressed in the quiescent centre of roots and a role for stem cell niche maintenance in the root meristem possibly by affecting auxin flux was postulated [115].

The other gene found to affect SE is *bHLH109,* which in contrast to *DOF5.2* appears to act as a positive regulator of somatic embryo formation. Accordingly, expression of *bHLH109* was found to be highly upregulated in embryogenic cultures, and auxin strongly enhanced its expression. Identifying the downstream target genes controlled by bHLH109 will help to better understand through which regulatory networks the bZIP TF promotes embryogenic development in the future.

## Conclusions

Our study provides the first comprehensive analysis of the global TF transcriptome of plant somatic tissue undergoing embryogenic induction during *in vitro* culture. TF genes of drastically different expression in embryogenic vs. non-embryogenic cultures were selected as candidates for further studies aiming at the characterization of genes with decisive roles in SE.

The results presented here indicate the presence of a regulatory burst at the gene expression level that is associated with early stages of somatic embryo development. The global TF transcriptome associated with SE induction reflects the combinational effects of stress and hormone signalling related to the *in vitro* environment imposed during culture. Accordingly, among the TFs showing SE-specific expression those involved in stress and hormone responses, plant and especially flower development were found most frequent. The use of Arabidopsis for this study opens new avenues for advanced analysis of the selected SE- associated candidate genes based on genomic data, mutant collections, transgenic lines and other genomic tools available for this model species. The study provides guidelines for further research on functional genomics of SE.

## Materials and Methods

### Plant Material and Growth Conditions

Two *Arabidopsis thaliana* (L.) Heynh. genotypes of different embryogenic capacity were analyzed, i.e. the highly embryogenic Col-0 ecotype and the SE-impaired *tanmei* (*tan1-2)* mutant [34]. Additionally, mutants carrying T-DNA insertions [64] in selected TF genes were analysed with respect to their capacity for somatic embryo formation. The parental Col-0 ecotype and the insertion mutants were obtained from NASC (The Nottingham Arabidopsis Stock Center; http://arabidopsis.info/). T-DNA insertion lines (**Table S4**) originated from the SALK and SAIL collections; homozygous plants carrying insertions in TF genes were selected from a segregating T_3_ population according to standard procedures. Seeds of the *tan1-2* mutant were kindly provided by J. J. Harada (University of California, Davis, USA). Plants were grown in Jiffy-7 peat pots of 42 mm diameter (Jiffy) in a ‘walk-in’ type phytotron, under controlled conditions: 22°C, 16h/8h (light/dark), 100 µE/m^2^s light intensity.

### Estradiol-inducible TF Overexpression Lines

To generate transgenic plants expressing TFs under the control of an estradiol-inducible promoter, the coding regions of the selected genes (*NTL8, ERF022, bHLH89, bHLH109, REM22, AGL2, WRKY31, DOF5.2*) were amplified by PCR from Arabidopsis leaf or zygotic embryo cDNA using primers IOE-fwd and IOE-rev (**Table S5**), inserted into pBluescript SK (Stratagene) and then cloned via *Xho*I (or *Asc*I) and *Spe*I sites into the pER8 vector [110]. *Agrobacterium tumefaciens* strain GV3101 was used for *A. thaliana* (Col-0) transformation. Seedlings of selected homozygous transgenic lines were used for expression analysis. RNA was isolated (TriPure Reagent; Roche) from ß-estradiol-treated (5 µM, 2 d) and mock-treated (0.01% ethanol) seedlings, and cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Fermentas). The resulting cDNA was used for qRT-PCR (**Table S6**). LightCycler Fast-Start DNA Master SYBR Green I (Roche) and appropriate primers were used for qRT-PCR reactions.

### Induction of Somatic Embryogenesis

A standard protocol was used to induce somatic embryogenesis in Arabidopsis under *in vitro* conditions [116]. In brief, explants, i.e., immature zygotic embryos (IZEs) at the late cotyledonary stage of development, were excised from siliques 10–12 days after pollination. Siliques were surface-sterilized with sodium hypochlorite (20% commercial bleach) and washed thoroughly with sterile water. Then IZEs were isolated and placed on E5 solid medium containing B5 salts and vitamins [117] and supplemented with 5 µM 2,4-D, 20 g l^-1^ sucrose and 3.5 g l^-1^ Phytagel (Sigma). To induce overexpression of TFs in pER8-TF-transformed transgenic cultures, E5 medium was supplemented with 5 µM of ß-estradiol.

Cultures were maintained in the controlled conditions of a growth chamber: 22°C, 16h/8h (light/dark), light intensity 50 µE/m^2^ s. At selected time points of the culture (0, 5 and 10 d), explants of Col-0 and *tan1-2* were sampled for transcriptome analysis.

The capacity for SE in T-DNA insertion mutants and transgenic lines overexpressing TFs was evaluated after 21 days of *in vitro* culture. Embryogenic potential of mutants and transgenic lines was evaluated by calculation of SE efficiency (i.e., the percentage of explants forming somatic embryos) and SE productivity (i.e., the average number of somatic embryos produced per SE-responding explant). SE efficiency and productivity of the analysed genotypes was compared to Col-0-derived cultures. All experiments were conducted in three independent replicates, and at least 30 explants (10 explants/Petri dish) were analysed per replicate.

### Statistical Analysis

Kruskal-Wallis ANOVA rank and Mann-Whitney’s U statistical tests were applied to calculate significant differences (at p  = 0.05) between combinations.

### Transcriptome Profiling by Multi-parallel qRT-PCR

Quantitative RT-PCR was used to compare the expression levels of 1,880 Arabidopsis TF genes in the SE cultures of Col-0 and *tan1–2*. Total RNA was isolated at 0, 5 and 10 d of wild-type- (WT) and mutant-derived cultures, using RNAqueous kit (Ambion). The isolates were digested with Turbo DNA-free kit (Ambion) to remove DNA contaminants. SuperScript III reverse transcriptase (Invitrogen) was used for cDNA synthesis. qRT-PCR was done as described [31], [118], [119]. PCR reactions were run on an ABI PRISM 7900 HT sequence detection system (Applied Biosystems Applera, Darmstadt, Germany).

Data analysis was performed using SDS 2.2.1 software (Applied Biosystems). All amplification curves were analysed with a normalized reporter (R_n_: the ratio of the fluorescence emission intensity of SYBR Green to the fluorescence signal of the passive reference dye) threshold of 0.3 to obtain the C_T_ (threshold cycle) values. Four replicates of the reference control gene, *UBQ* (*AT1G55060*), were measured in each PCR run, and their median C_T_ was used for relative expression analyses. Expression data were submitted to the NCBI Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo/) under accession number GSE45697.

To find significant changes between the genotypes (Col-0 and *tan1–2*) and the time points, ANOVA followed by false discovery rate (FDR) correction was applied using a custom R script (http://www.r-project.org). Only TFs which displayed an FDR corrected p-value<0.05 were considered for further analysis. Furthermore, different comparisons between genotypes and time points were performed using Studentś *t*-test (p<0.05). The analysis was performed in two ways: (1) to identify differentially expressed TFs that are specific for the different time points in Col-0, and (2) to identify TFs differentially expressed between Col-0 and *tan1–2* at each time point. The fold change was calculated using (2)^–ΔΔC^_T_, where ΔΔC_T_ represents ΔC_T reference condition_ − ΔC_T compared condition_. The obtained results were transformed to log_2_ scale. Candidates were extracted using thresholds of 2- and 10-fold change.

Principal component analysis (PCA) was performed using the prcomp function of the “stats” package in R [120].

## Supporting Information

Figure S1 **TF families among differentially expressed and SE-associated genes.** For each TF family the percentage of genes differentially expressed or being SE-associated is indicated.
(TIF)

Figure S2 **Expression levels of** ***bHLH109*** **and** ***DOF5.2*** **TFs in explants induced towards alternative morphogenic pathways, i.e. somatic embryogenesis (SE) and seedling development (E0).** Values significantly different from E0 are marked by asterisks (n  = 3; means ± SD are given; Mann-Whitney’s U test; p<0.05).
(TIF)

Table S1 **TFs exclusively or highly expressed in embryogenic Col-0 explants compared to non-embryogenic** ***tanmei*** **mutant explants.**
(DOC)

Table S2 **Expression values of 729 TFs modulated in Col-0 embryogenic culture.**
(XLS)

Table S3 **TFs showing an at least 10-fold expression change during early culture stages.**
(DOC)

Table S4 **T-DNA insertion lines used for the functional analysis of selected TFs.**
(DOC)

Table S5 **Primers used for the amplification of open reading frames.**
(DOC)

Table S6 **Expression level of transgenes in seedlings treated with ß-estradiol (5 µM) for 2 days.**
(DOC)

## References

[1] CostaS, ShawP (2007) „Open minded” cells: how cells can change fate. Trends Cell Biol 17: 101–106.1719458910.1016/j.tcb.2006.12.005

[2] ZimmermanJL (1993) Somatic embryogenesis: a model for early development in higher plants. Plant Cell 5: 1411–1423.1227103710.1105/tpc.5.10.1411PMC160372

[3] DodemanVL, DucreuxG, KreisM (1997) Zygotic embryogenesis versus somatic embryogenesis. J Exp Bot 48: 1493–1509.

[4] LongTA, BenfeyPN (2006) Transcription factors and hormones: new insights into plant cell differentiation. Curr Opin Cell Biol 18: 710–714.1703499910.1016/j.ceb.2006.09.004

[5] RiechmannJL, RatcliffeOJ (2000) A genomic perspective on plant transcription factors. Curr Opin Plant Biol 3: 423–434.1101981210.1016/s1369-5266(00)00107-2

[6] ZhangJZ (2003) Overexpression analysis of plant transcription factors. Curr Opin Plant Biol 6: 1–11.10.1016/s1369-5266(03)00081-512972043

[7] ZeitlingerJ, StarkA (2010) Developmental gene regulation in the era of genomics. Dev Biol 339: 230–239.2004567910.1016/j.ydbio.2009.12.039

[8] AoiT, YaeK, NakagawaM, IchisakaT, OkitaK, et al (2008) Generation of pluripotent stem cells from adult mouse liver and stomach cells. Sci 321(5889): 699–702.10.1126/science.115488418276851

[9] JaenischR, YoungR (2008) Stem cells, the molecular circuitry of pluripotency and nuclear reprogramming. Cell 132: 567–582.1829557610.1016/j.cell.2008.01.015PMC4142810

[10] PatelM, YangS (2010) Advances in reprogramming somatic cells to induced pluripotent stem cells. Stem Cell Rev 6: 367–380.2033639510.1007/s12015-010-9123-8PMC2924949

[11] TakahashiK, TanabeK, OhnukiM, NaritaM, IchisakaT, et al (2007) Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131: 861–872.1803540810.1016/j.cell.2007.11.019

[12] MitsudaN, Ohme-TakagiM (2009) Functional analysis of transcription factors in Arabidopsis. Plant Cell Physiol 50: 1232–1248.1947807310.1093/pcp/pcp075PMC2709548

[13] BoutilierK, OffringaR, SharmaVK, KieftH, OuelletT, et al (2002) Ectopic expression of *BABY BOOM* triggers a conversion from vegetative to embryonic growth. Plant Cell 14: 1737–1749.1217201910.1105/tpc.001941PMC151462

[14] ZuoJ, NiuQW, FrugisG, ChuaNH (2002) The *WUSCHEL* gene promotes vegetative-to-embryonic transition in Arabidopsis. Plant J 30: 349–359.1200068210.1046/j.1365-313x.2002.01289.x

[15] HardingEW, TangW, NicholsKW, FernandezDE, PerrySP (2003) Expression and maintenance of embryogenic potential is enhanced through constitutive expression of *AGAMOUS-Like 15* . Plant Physiol 133: 653–663.1451251910.1104/pp.103.023499PMC219041

[16] GajMD, ZhangS, HaradaJJ (2005) Leafy cotyledon genes are essential for induction of somatic embryogenesis of Arabidopsis. Planta 222: 977–988.1603459510.1007/s00425-005-0041-y

[17] YamamotoA, KagayaY, ToyoshimaR, KagayaM, TakedaS, et al (2009) Arabidopsis NF-YB subunits LEC1 and LEC1-LIKE activate transcription by interacting with seed-specific ABRE-binding factors. Plant J 58: 843–856.1920720910.1111/j.1365-313X.2009.03817.x

[18] WangX, NiuQW, TengC, LiC, MuJ, et al (2009) Overexpression of *PGA37/MYB118* and *MYB115* promotes vegetative-to-embryonic transition in Arabidopsis. Cell Res 19: 224–235.1869568810.1038/cr.2008.276

[19] TsuwamotoR, YokoiS, TakahataY (2010) Arabidopsis *EMBRYOMAKER* encoding an AP2 domain transcription factor plays a key role in developmental change from vegetative to embryonic phase. Plant Mol Biol 73: 481–492.2040531110.1007/s11103-010-9634-3

[20] StoneSL, KwongLW, YeeKM, PelletierJ, LepiniecL, et al (2001) *LEAFY COTYLEDON2* encodes a B3 domain transcription factor that induces embryo development. Proc Natl Acad Sci USA 98: 11806–11811.1157301410.1073/pnas.201413498PMC58812

[21] van ZylL, BozhkovPV, ChachamD, SederoffRR, von ArnoldS (2003) Up, down and up again is a signature global gene expression pattern at the beginning of gymnosperm embryogenesis. Gene Expr Patterns 3: 83–91.1260960810.1016/s1567-133x(02)00068-6

[22] StasollaC, BelmonteMF, van ZylL, CraigDL, LiuW, et al (2004) The effect of reduced glutathione on morphology and gene expression of white spruce (*Picea glauca*) somatic embryos. J Exp Bot 55: 695–709.1496621310.1093/jxb/erh074

[23] CheP, LoveTM, FrameBR, WangK, CarriquiryAL, et al (2006) Gene expression patterns during somatic embryo development and germination in maize Hi II callus cultures. Plant Mol Biol 62: 1–14.1684548310.1007/s11103-006-9013-2

[24] Taguchi-ShiobaraF, YamamotoT, YanoM, OkaS (2006) Mapping QTLs that control the performance of rice tissue culture and evaluation of derived near-isogenic lines. Theor Appl Genet 112: 968–976.1641885810.1007/s00122-005-0200-3

[25] Thibaud-NissenF, ShealyRT, KhannaA, VodkinLO (2003) Clustering of microarray data reveals transcript patterns associated with somatic embryogenesis in soybean. Plant Physiol 132: 118–136.1274651810.1104/pp.103.019968PMC166958

[26] SharmaKS, MillamS, HedleyPE, McNicolS, BryanGJ (2008) Molecular regulation of somatic embryogenesis in potato: an auxin led perspective. Plant Mol Biol 68: 185–201.1855317210.1007/s11103-008-9360-2

[27] HorakCE, SnyderM (2002) Global analysis of gene expression in yeast. Funct Integr Genomics 2: 171–180.1219259010.1007/s10142-002-0065-3

[28] CzechowskiT, BariRP, StittM, ScheibleWR, UdvardiMK (2004) Real Time RT-PCR profiling of over 1400 Arabidopsis transcription factors: unprecedented sensitivity reveals novel root- and shoot-specific genes. Plant J 38: 366–379.1507833810.1111/j.1365-313X.2004.02051.x

[29] OsunaD, UsadelB, MorcuendeR, GibonY, BläsingOE, et al (2007) Temporal responses of transcripts, enzyme activities and metabolites after adding sucrose to carbon-deprived Arabidopsis seedlings. Plant J 49: 463–491.1721746210.1111/j.1365-313X.2006.02979.x

[30] MorcuendeR, BariR, GibonY, ZhengW, PantBD, et al (2007) Genome-wide reprogramming of metabolism and regulatory networks of Arabidopsis in response to phosphorus. Plant Cell Environ 30: 85–112.1717787910.1111/j.1365-3040.2006.01608.x

[31] CaldanaC, ScheibleWR, Mueller-RoeberB, RuzicicS (2007) A quantitative RT-PCR platform for high-throughput expression profiling of 2500 rice transcription factors. Plant Methods 3: 7.1755965110.1186/1746-4811-3-7PMC1914063

[32] KakarK, WandreyM, CzechowskiT, GertnerT, ScheibleWR, et al (2008) A community resource for high-throughput quantitative RT-PCR analysis of transcription factor gene expression in *Medicago truncatula* . Plant Methods 4: 18.1861126810.1186/1746-4811-4-18PMC2490690

[33] RohrmannJ, TohgeT, AlbaR, OsorioS, CaldanaC, et al (2011) Combined transcription factor profiling, microarray analysis and metabolite profiling reveals the transcriptional control of metabolic shifts occurring during tomato fruit development. Plant J 68: 999–1013.2185143010.1111/j.1365-313X.2011.04750.x

[34] BasterP, LedwońA, GliwickaM, TrojanowskaA, GajMD (2009) Arabidopsis *tanmei*/*emb2757* embryo mutant is defective for *in vitro* plant morphogenesis. Plant Cell Tiss Org Cult 99: 305–312.

[35] KurczyńskaEU, GajMD, UjczakA, MazurE (2007) Histological analysis of direct somatic embryogenesis in *Arabidopsis thaliana* (L.) Heynh. Planta 226: 619–626.1740689010.1007/s00425-007-0510-6

[36] YamagishiK, NagataN, Matsudaira YeeK, BraybrookSA, PelletierJ, et al (2005) *TANMEI/EMB2757* encodes a WD repeat protein required for embryo development in Arabidopsis. Plant Physiol 139: 163–173.1611322810.1104/pp.105.060467PMC1203366

[37] NezamesCD, SjogrenCA, BarajasJF, LarsenPB (2012) The Arabidopsis cell cycle checkpoint regulators TANMEI/ALT2 and ATR mediate the active process of aluminum-dependent root growth inhibition. Plant Cell 24: 608–621.2234549310.1105/tpc.112.095596PMC3315236

[38] LeBH, ChengC, BuiAQ, WagmaisterJA, HenryKF, et al (2010) Global analysis of gene activity during Arabidopsis seed development and identification of seed-specific transcription factors. Proc Natl Acad Sci USA 7: 8063–8070.10.1073/pnas.1003530107PMC288956920385809

[39] WhittleCA, MalikMR, LiR, KrochkoJE (2010) Comparative transcript analyses of the ovule, microspore, and mature pollen in *Brassica napus* . Plant Mol Biol 72: 279–299.1994983510.1007/s11103-009-9567-x

[40] BaoY, DharmawardhanaP, MocklerDC, StraussSH (2009) Genome scale transcriptome analysis of shoot organogenesis in *Populus* . BMC Plant Biol 9: 132–147.1991971710.1186/1471-2229-9-132PMC2784466

[41] SuN, HeK, JiaoY, ChenC, ZhouJ, et al (2007) Distinct reorganization of the genome transcription associates with organogenesis of somatic embryo, shoots, and roots in rice. Plant Mol Biol 63: 337–349.1707256010.1007/s11103-006-9092-0

[42] ZengF, ZhangX, ZhuL, TuL, GuoX, et al (2006) Isolation and characterization of genes associated to cotton somatic embryogenesis by suppression subtractive hybridization and macroarray. Plant Mol Biol 60: 167–183.1642925810.1007/s11103-005-3381-x

[43] ChakrabartyD, TrivediKP, ShriM, MisraP, AsifMH, et al (2010) Differential transcriptional expression following thidiazuron-induced callus differentiation developmental shifts in rice. Plant Biol 12: 46–59.2065388710.1111/j.1438-8677.2009.00213.x

[44] BuschW, LohmannJU (2007) Profiling a plant: expression analysis in Arabidopsis. Curr Opin in Plant Biol 10: 136–141.1729182510.1016/j.pbi.2007.01.002

[45] XiangD, VenglatP, TibicheC, YangH, RisseeuwE, et al (2011) Genome-wide analysis reveals gene expression and metabolic network dynamics during embryo development in Arabidopsis. Plant Physiol 156: 346–356.2140279710.1104/pp.110.171702PMC3091058

[46] Lara-ChavezA, EgertsdotterU, FlinnnajlepiejBS (2012) Comparison of gene expression markers during zygotic and somatic embryogenesis in pine. In Vitro Cell Dev Biol - Plant 48: 341–354.

[47] IminN, GoffardN, NizamidinM, RolfeBG (2008) Genome-wide transcriptional analysis of super-embryogenic *Medicago truncatula* explant cultures. BMC Plant Biol 8: 110.1895054110.1186/1471-2229-8-110PMC2605756

[48] LinHC, MorcilloF, DussertS, Tranchant-DubreuilC, TregearJW, et al (2009) Transcriptome analysis during somatic embryogenesis of the tropical monocot *Elaeis guineensis*: evidence for conserved gene functions in early development. Plant Mol Biol 70: 173–192.1919904710.1007/s11103-009-9464-3

[49] SpencerMWB, CassonSA, LindseyK (2007) Transcriptional profiling of the Arabidopsis embryo. Plant Physiol 143: 924–940.1718933010.1104/pp.106.087668PMC1803724

[50] MantiriFR, KurdyukovS, LoharDP, SharopovaN, SaeedNA, et al (2008) The transcription factor MtSERF1 of the ERF subfamily identified by transcriptional profiling is required for somatic embryogenesis induced by auxin plus cytokinin in *Medicago truncatula* . Plant Physiol 146: 1622–1636.1823503710.1104/pp.107.110379PMC2287338

[51] CassonS, SpencerM, WalkerK, LindseyK (2005) Laser capture microdissection for the analysis of gene expression during embryogenesis of Arabidopsis. Plant J 42: 111–123.1577385710.1111/j.1365-313X.2005.02355.x

[52] HaradaJJ, PelletierJM (2012) Genome-wide analyses of gene activity during seed development. Seed Sci Res 22: S15–S22.

[53] MalikMR, WangF, DirpaulJM, ZhouN, PolowickPL, et al (2007) Transcript profiling and identification of molecular markers for early microspore embryogenesis in *Brassica napus* . Plant Physiol 144: 134–154.1738416810.1104/pp.106.092932PMC1913795

[54] LowET, AliasH, BoonSH, ShariffEM, TanCY, et al (2008) Oil palm (*Elaeis guineensis* Jacq.) tissue culture ESTs: Identifying genes associated with callogenesis and embryogenesis. BMC Plant Biol 8: 62.1850786510.1186/1471-2229-8-62PMC2442076

[55] FranzmannLH, YoonES, MeinkeDW (1995) Saturating the genetic map of *Arabidopsis thaliana* with embryonic mutations. Plant J 7: 341–350.

[56] McElverJ, TzafrirI, AuxG, RogersR, AshbyC, et al (2001) Insertional mutagenesis of genes required for seed development in *Arabidopsis thaliana* . Genetics 159: 1751–1763.1177981210.1093/genetics/159.4.1751PMC1461914

[57] TzafrirI, Pena-MurallaR, DickermanA, BergM, RogersR, et al (2004) Identification of genes required for embryo development in Arabidopsis. Plant Physiol 135: 1206–1220.1526605410.1104/pp.104.045179PMC519041

[58] Wis?niewskaA, GrabowskaA, Pietraszewska-BogielA, TagashiraN, ZuzgaS, et al (2012) Identification of genes up-regulated during somatic embryogenesis of cucumber. Plant Physiol Biochem 50: 54–64.2209951910.1016/j.plaphy.2011.09.017

[59] FehérA, PasternakTP, DuditsD (2003) Transition of somatic plant cells to an embryogenic state. Plant Cell Tiss Org Cult 74: 201–228.

[60] KaramiO, SaidiA (2010) The molecular basis for stress-induced acquisition of somatic embryogenesis. Mol Biol Rep 37: 2493–2507.1970529710.1007/s11033-009-9764-3

[61] ZavattieriMA, FredericoAM, LimaM, SabinoR, Arnholdt-SchmittB (2010) Induction of somatic embryogenesis as an example of stress-related plant reactions. Electronic J Biotech 13: 1–9.

[62] DomokiM, GyörgyeyJ, BíróJ, PasternakTP, ZvaraA, et al (2006) Identification and characterization of genes associated with the induction of embryogenic competence in leaf-protoplast-derived alfalfa cells. Biochem Biophys Acta 1759: 543–551.1718212410.1016/j.bbaexp.2006.11.005

[63] SunL, WuY, SuS, LiuH, YangG, et al (2012) Differential gene expression during somatic embryogenesis in the maize (*Zea mays* L.) inbred line H99. Plant Cell Tiss Org Cult 109: 271–286.

[64] AlonsoJM, StepanovaAN, LeisseTJ, KimCJ, ChenH, et al (2003) Genome-wide insertional mutagenesis of *Arabidopsis thaliana* . Sci 301: 653–657.10.1126/science.108639112893945

[65] NakanoT, SuzukiK, FujimuraT, ShinshiH (2006) Genome-wide analysis of the ERF gene family in Arabidopsis and rice. Plant Physiol 140: 411–432.1640744410.1104/pp.105.073783PMC1361313

[66] GrafiG, Chalifa-CaspiV, NagarT, PlaschkesI, BarakS, et al (2011) Plant response to stress meets dedifferentiation. Planta 233: 433–438.2131204210.1007/s00425-011-1366-3

[67] LiHW, ZangBS, DengXW, WangXP (2011) Overexpression of the trehalose-6-phosphate synthase gene *OsTPS1* enhances abiotic stress tolerance in rice. Planta 234: 1007–1018.2169845810.1007/s00425-011-1458-0

[68] SinghKB, FoleyRC, Onate-SanchezL (2002) Transcription factors in plant defense and stress responses. Curr Opin Plant Biol 5: 430–436.1218318210.1016/s1369-5266(02)00289-3

[69] FehérA (2008) The initiation phase of somatic embryogenesis: what we know and what we don’t. Acta Biol Szegediensis 52: 53–56.

[70] PuigderrajolsP, JofreA, MirG, PlaM, VerdaguerD, et al (2002) Developmentally and stress-induced small heat shock proteins in cork oak somatic embryos. J Exp Bot 53: 1445–1452.12021292

[71] NolanKE, SaeedNA, RoseRJ (2006) The stress kinase gene MtSK1 in *Medicago truncatula* with particular reference to somatic embryogenesis. Plant Cell Rep 25: 711–722.1651863310.1007/s00299-006-0135-4

[72] ParkJE, ParkJY, KimYS, StaswickPE, JeonJ, et al (2007) GH3-mediated auxin homeostasis links growth regulation with stress adaptation response in Arabidopsis. J Biol Chem 282: 10036–10046.1727697710.1074/jbc.M610524200

[73] IwaseA, MitsudaN, KoyamaT, HiratsuK, KojimaM, et al (2011) The AP2/ERF transcription factor WIND1 controls cell dedifferentiation in Arabidopsis. Curr Biol 21: 508–514.2139682210.1016/j.cub.2011.02.020

[74] GrabowskaA, WisniewskaA, TagashiraN, MalepszyS, FilipeckiM (2009) Characterization of *CsSEF1* gene encoding putative CCCH type zinc finger protein expressed during cucumber somatic embryogenesis. J Plant Physiol 166: 310–323.1877887310.1016/j.jplph.2008.06.005

[75] GajMD (2004) Factors influencing somatic embryogenesis induction and plant regeneration with particular reference to *Arabidopsis thaliana* (L.) Heynh. Plant Growth Regul 43: 27–47.

[76] LegrandS, HendriksT, HilbertJL, QuilletMC (2007) Characterization of expressed sequence tags obtained by SSH during somatic embryogenesis in *Cichorium intybus* L. BMC Plant Biol. 7: 27–2229–7-27.10.1186/1471-2229-7-27PMC191391717553130

[77] SinglaB, TyagiAK, KhuranaJP, KhuranaP (2007) Analysis of expression profile of selected genes expressed during auxin-induced somatic embryogenesis in leaf base system of wheat (*Triticum aestivum*) and their possible interactions. Plant Mol Biol 65: 677–692.1784921910.1007/s11103-007-9234-z

[78] VannesteS, FrimlJ (2009) Auxin: A trigger for change in plant development. Cell 136: 1005–1016.1930384510.1016/j.cell.2009.03.001

[79] KiefferM, NeveJ, KępińskiS (2010) Defining auxin response contexts in plant development. Curr Opin in Plant Biol 13: 12–20.1994247310.1016/j.pbi.2009.10.006

[80] JenikPD, BartonMK (2005) Surge and destroy: the role of auxin in plant embryogenesis. Develop 132: 3577–3585.10.1242/dev.0195216077088

[81] RademacherEH, MöllerB, LokerseAS, Llavata-PerisCI, van den BergW, et al (2011) A cellular expression map of the Arabidopsis *AUXIN RESPONSE FACTOR* gene family. Plant J 68: 597–606.2183120910.1111/j.1365-313X.2011.04710.x

[82] AidaM, VernouxT, FurutaniM, TraasJ, TasakaM (2002) Roles of PIN-FORMED1 and MONOPTEROS in pattern formation of the apical region of the Arabidopsis embryo. Develop 129: 3965–3974.10.1242/dev.129.17.396512163400

[83] HadfiK, SpethV, NeuhausG (1998) Auxin-induced developmental patterns in *Brassica juncea* embryos. Develop 125: 879–887.10.1242/dev.125.5.8799449670

[84] ChoiYE, KatsumiM, SanoH (2001) Triiodobenzoic acid, an auxin polar transport inhibitor, suppresses somatic embryo formation and postembryonic shoot/root development in *Eleutherococcus senticosus* . Plant Sci 160: 1183–1190.1133707510.1016/s0168-9452(01)00357-0

[85] LarssonE, SitbonF, LjungK, von ArnoldS (2008) Inhibited polar auxin transport results in aberrant embryo development in Norway spruce. New Phytol 177: 356–366.1804219910.1111/j.1469-8137.2007.02289.x

[86] VenkateshK, Roja RaniA, BaburaoN, PadmajaG (2009) Effect of auxins and auxin polar transport inhibitor (TIBA) on somatic embryogenesis in groundnut (*Arachis hypogaea* L.). African J Plant Sci 3: 288–293.

[87] AbrahamssonM, ValladaresS, LarssonE, ClaphamD, von ArnoldS (2012) Patterning during somatic embryogenesis in Scots pine in relation to polar auxin transport and programmed cell death. Plant Cell Tiss Org Cult 109: 391–400.

[88] TianC, MutoH, HiguchiK, MatamuraT, TatematsuK, et al (2004) Disruption and overexpression of auxin response factor 8 gene of Arabidopsis affect hypocotyl elongation and root growth habit, indicating its possible involvement in auxin homeostasis in light condition. Plant J 40: 333–343.1546949110.1111/j.1365-313X.2004.02220.x

[89] MalloryAC, BartelDP, BartelB (2005) MicroRNA-directed regulation of Arabidopsis AUXIN RESPONSE FACTOR17 is essential for proper development and modulates expression of early auxin response genes. Plant Cell 17: 1360–1375.1582960010.1105/tpc.105.031716PMC1091760

[90] DingZ, FrimlJ (2010) Auxin regulates distal stem cell differentiation in *Arabidopsis* roots. Proc Natl Acad Sci USA 107: 12046–12051.2054313610.1073/pnas.1000672107PMC2900669

[91] RensingSA, LangD, SchumannE, ReskiR, HoheA (2005) EST sequencing from embryogenic *Cyclamen persicum* cell cultures identifies a high proportion of transcripts homologous to plant genes involved in somatic embryogenesis. J Plant Growth Regul 24: 102–115.

[92] WuXM, LiFG, ZhangCJ, LiuCL, ZhangXY (2009) Differential gene expression of cotton cultivar CCRI24 during somatic embryogenesis. J Plant Physiol 166: 1275–1283.1932859310.1016/j.jplph.2009.01.012

[93] ThakareD, TangW, HillK, PerrySP (2008) The MADS-domain transcriptional regulator AGAMOUS-LIKE15 promotes somatic embryo development in Arabidopsis and soybean. Plant Physiol 146: 1663–1672.1830520610.1104/pp.108.115832PMC2287341

[94] CheP, LallS, NettletonD, HowellSH (2006) Gene expression programs during shoot, root, and callus development in Arabidopsis tissue culture. Plant Physiol 141: 620–637.1664821510.1104/pp.106.081240PMC1475446

[95] LuJ, VahalaJ, PappinenA (2011) Involvement of ethylene in somatic embryogenesis in Scots pine (*Pinus sylvestris* L.). Plant Cell Tiss Org Cult 107: 25–33.

[96] ZhengQ, ZhengY, PerrySE (2013) AGAMOUS-Like15 promotes somatic embryogenesis in Arabidopsis and soybean in part by the control of ethylene biosynthesis and response. Plant Physiol 161: 2113–2127.2345722910.1104/pp.113.216275PMC3613480

[97] KrishnaswamyS, VermaS, RahmanMH, KavNNV (2011) Functional characterization of four APETALA2-family genes (*RAP2.6, RAP2.6L, DREB19* and *DREB26*) in Arabidopsis. Plant Mol Biol 75: 107–127.2106943010.1007/s11103-010-9711-7

[98] AsahinaM, AzumaK, PitaksaringkarnW, YamazakiT, MitsudaN, et al (2011) Spatially selective hormonal control of RAP2.6L and ANAC071 transcription factors involved in tissue reunion in Arabidopsis. Proc Natl Acad Sci USA 108: 16128–16132.2191138010.1073/pnas.1110443108PMC3179063

[99] WernerT, SchmullingT (2009) Cytokinin action in plant development. Curr Opin Plant Biol 12: 527–538.1974069810.1016/j.pbi.2009.07.002

[100] ChengX, JiangH, ZhangJ, QianY, ZhuS, et al (2010) Overexpression of type-A rice response regulators, OsRR3 and OsRR5, results in lower sensitivity to cytokinins. Genet Mol Res 9: 348–359.2030982110.4238/vol9-1gmr739

[101] BishoppA, BenkováE, HelariuttaY (2011) Sending mixed messages: auxin-cytokinin crosstalk in roots. Curr Opin Plant Biol 14: 10–16.2092633510.1016/j.pbi.2010.08.014

[102] PernisovaM, KlimaP, HorakJ, ValkovaM, MalbeckJ, et al (2009) Cytokinins modulate auxin-induced organogenesis in plants via regulation of the auxin efflux. Proc Natl Acad Sci USA 106: 3609–3614.1921179410.1073/pnas.0811539106PMC2640219

[103] RashotteAM, MasonMM, HutchisonCE, FerreriaFJ, SchallerGE, et al (2006) A subset of Arabidopsis AP2 transcription factors mediate cytokinin responses in concert with a two-component pathway. Proc Natl Acad Sci USA 103: 11081–11085.1683206110.1073/pnas.0602038103PMC1544176

[104] IshidaK, YamashinoT, YokoyamaA, MizunoT (2008) Three type-B response regulators, ARR1, ARR10 and ARR12, play essential but redundant roles in cytokinin signal transduction throughout the life cycle of *Arabidopsis thaliana* . Plant Cell Physiol 49: 47–57.1803767310.1093/pcp/pcm165

[105] CurabaJ, MoritzT, BlervaqueR, ParcyF, RazV, et al (2004) *AtGA3ox2*, a key gene responsible for bioactive gibberellin biosynthesis, is regulated during embryogenesis by LEAFY COTYLEDON2 and FUSCA3 in Arabidopsis. Plant Physiol 136: 3660–3669.1551650810.1104/pp.104.047266PMC527164

[106] GajMD, TrojanowskaA, UjczakA, MędrekM, KoziołA, et al (2006) Hormone-response mutants of *Arabidopsis thaliana* (L.) Heynh. impaired in somatic embryogenesis. Plant Growth Regul 49: 183–197.

[107] JiangC, FuX (2007) GA action: turning on de-DELLA repressing signalling. Curr Opin Plant Biol 10: 461–465.1790097010.1016/j.pbi.2007.08.011

[108] AchardP, RenouJP, BerthomeR, HarberdNP, GenschikP (2008) Plant DELLAs restrain growth and promote survival of adversity by reducing the levels of reactive oxygen species. Curr Biol 18: 656–660.1845045010.1016/j.cub.2008.04.034

[109] FridborgI, KuuskS, RobertsonM, SundbergE (2001) The Arabidopsis protein SHI represses gibberellin responses in Arabidopsis and barley. Plant Physiol 127: 937–948.11706176PMC129265

[110] ZuoJ, NiuQ, ChuaN (2000) An estrogen receptor-based transactivator XVE mediates highly inducible gene expression in transgenic plants. Plant J 24: 265–273.1106970010.1046/j.1365-313x.2000.00868.x

[111] KimSG, LeeAK, YoonHK, ParkCM (2008) A membrane-bound NAC transcription factor NTL8 regulates gibberellic acid-mediated salt signaling in Arabidopsis seed germination. Plant J 55: 77–88.1836378210.1111/j.1365-313X.2008.03493.x

[112] OlssonAS, EngströmP, SödermanE (2004) The homeobox genes *ATHB-12* and *ATHB7* encode potential regulators of growth response to water deficit in Arabidopsis. Plant Mol Biol 55: 663–677.1560470810.1007/s11103-004-1581-4

[113] ThachterLF, PowellJJ, AitkenEAB, KazanK, MannersJM (2012) The lateral organ boundaries transcription factor LBD20 functions in *Fusarium* wilt susceptibility and jasmonate signaling in Arabidopsis. Plant Physiol 60: 407–418.10.1104/pp.112.199067PMC344021522786889

[114] DenekampMM, SmeekensSC (2003) Integration of wounding and osmotic stress signals determines the expression of the *MYB104* transcription gene. Annu Rev Plant Physiol 132: 1415–1423.10.1104/pp.102.019273PMC16708112857823

[115] Krebs J (2009) Molecular and physiological characterization of DOF transcription factors in the model plant *Arabidopsis thaliana*. University of Potsdam, PhD thesis.

[116] GajMD (2011) Somatic embryogenesis and plant regeneration in the culture of *Arabidopsis thaliana* (L.) Heynh. immature zygotic embryos. In: Plant Embryo Culture. Methods in Molecular Biology. Thorpe TA and Yeung EC (eds), Humana Press, Totowa, New Jersey vol. 710: 257–265.10.1007/978-1-61737-988-8_1821207274

[117] GamborgOL, MillerRA, OjimaK (1968) Nutrient requirements of suspension cultures of soybean root cells. Exp Cell Res 50: 151–158.565085710.1016/0014-4827(68)90403-5

[118] BalazadehS, Riaño-PachónDM, Mueller-RoeberB (2008) Transcription factors regulating leaf senescence in *Arabidopsis thaliana.* . Plant Biol 1: 63–75.10.1111/j.1438-8677.2008.00088.x18721312

[119] BalazadehS, SiddiquiH, AlluAD, Matallana-RamirezLP, CaldanaC, et al (2010) A gene regulatory network controlled by the NAC transcription factor ANAC092/AtNAC2/ORE1 during salt-promoted senescence. Plant J 62: 250–264.2011343710.1111/j.1365-313X.2010.04151.x

[120] R Core Team (2012) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL: http://www.R-project.org/.

[121] AlexandrovaKS, CongerBV (2002) Isolation of two somatic embryogenesis-related genes from orchardgrass (*Dactylis glomerata*). Plant Sci 162: 301–307.

# Supplementary material for: Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 17;8(7):e69261. doi: 10.1371/journal.pone.0069261
**Supplement:** Table S1 — TFs exclusively or highly expressed in embryogenic Col-0 explants compared to non-embryogenic tanmei mutant explants.

**Table S1. TFs exclusively or highly expressed in embryogenic Col-0 explants compared to non-embryogenic *tanmei* mutant explants.**

Genes (41) exclusively expressed in Col-0 explants

| **AGI** | **Gene name** | **TF family** | **Known or predicted function** | **Expression level**  **(40-dCt)** | **Expression pattern**  **in SE*** |
| --- | --- | --- | --- | --- | --- |
| AT1G09250 | bHLH149/ EN144 | bHLH |  | 33.72 | Up-regulated in both SE stages |
| AT5G13330 | RAP2.6L | AP2/EREBP | Biotic stress, ethylene | 34.93 |
| AT3G23030 | IAA2 | Aux/IAA | Auxin | 34.45 |
| AT5G43700 | IAA4 | Aux/IAA | ZE [49] | 33.93 |
| AT3G44750 | ATHD2A | C2H2 | Histone deacetylase; reproductive development | 34.44 |
| AT2G22430 | ATHB6 | HB | Response to water deprivation | 34.14 |
| AT3G03450 | RGL2 | GRAS | Hyperosmotic salinity response;  negative regulator of the response to GA | 33.61 |
| AT4G36990 | HSFB1/HSF4 | HSF | Response to heat | 34.25 |
| AT5G47370 | HAT2 | NAC | Auxin-mediated morphogenesis | 32.25 |
| AT2G38470 | WRKY33 | WRKY | Defense response to fungus | 32.55 |
| AT1G71260 | ATWHY2 | PBF-2-like(Whirly) | Stress | 34.95 |
| AT5G09330 | ANAC082/VNI1 | NAC | Xylem vessel differentiation | 34.85 |
| AT5G14000 | ANAC084 | NAC | ZE [49] | 33.98 |
| AT1G25280 | TLP10 | TUB | Protein degradation | 34.84 |
| AT4G14720 | PPD2 | ZIM | Leaf development | 34.86 |
| AT4G24150 | GRF8 | GRF | Leaf development | 34.25 | Down-regulated in both SE stages |
| AT3G51910 | HSFA7A | HSF | Response to heat | 34.96 |
| AT1G25310 | MEE8 | bHLH | Seed/embryo development | 33.84 | Up during induction and down in advanced SE stage |
| AT2G36080 |  | ABI3/VP1 |  | 34.47 | Steady expression |
| AT1G36060 |  | AP2/EREBP |  | 34.35 |
| AT5G47220 |  | AP2/EREBP | JA | 33.63 |
| AT2G40220 | ABI4 | AP2/EREBP | Response to osmotic stress; ZE [45] | 34.81 |
| AT1G59750 | ARF1 | ARF | ZE [45] | 34.98 |
| AT2G47520 |  | AP2/EREBP |  | 34.67 |
| AT3G17609 |  | bZIP | Response to UV-B | 34.01 |
| AT5G01160 |  | C2H2 |  | 34.91 |
| AT4G37180 |  | GARP-G2-like |  | 34.94 |
| AT3G11260 | WOX5 | HB | QC; ZE [30]; cultured roots, somatic embryo;  SE in *Medigaco truncatula* [47] | 31.23 |
| AT3G46600 |  | GRAS |  | 34.88 |
| AT4G40060 |  | HB | Photoperiodism, flowering | 33.01 |
| AT5G23090 |  | CCAAT |  | 34.78 |
| AT5G19520 |  |  | Detection of mechanical stimulus | 34.24 |
| AT2G22300 |  | CAMTA | Response to biotic stimulus | 34.56 |
| AT3G24120 |  | GARP-G2-like |  | 3498 |
| AT3G10113 |  | MYB-related |  | 34.29 |
| AT1G06180 |  | MYB | Reponse to salt stress | 33.82 |
| AT5G67580 |  | MYB-related | Reponse to salt stress | 34.53 |
| AT1G52890 |  | NAC | Response to water deprivation | 34.26 |
| AT1G76880 |  | Trihelix |  | 34.63 |
| AT2G42400 |  | VOZ |  | 34.80 |

*Expression level in two subsequent SE stages, induction (5d - 0d) and advanced (10d - 5d) stages were considered

Genes (108) highly up-regulated in Col-0 vs. *tanmei* explants

*Expression level in two subsequent SE stages, induction (5d - 0d) and advanced (10d - 5d) stages were considered.

# Supplementary material for: Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 17;8(7):e69261. doi: 10.1371/journal.pone.0069261
**Supplement:** Table S3 — TFs showing an at least 10-fold expression change during early culture stages.

**Table S3. TFs showing an at least 10-fold expression change during early culture stages.**

A function was described for a gene when its involvement in a biological process/function was experimentally backed up as described in PubMed (www.ncbi.nlm.nih.gov/pubmed) or TAIR (http://arabidopsis.org/index.jsp).

# Supplementary material for: Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 17;8(7):e69261. doi: 10.1371/journal.pone.0069261
**Supplement:** Table S4 — T-DNA insertion lines used for the functional analysis of selected TFs.

**Table S4. T-DNA insertion lines used for the functional analysis of selected TFs.**

| **Stock number**  **SALK lines** | **AGI code** | **Gene name** | **Homozygous**  **line, source** | **Insertion site** | **Expression level** |
| --- | --- | --- | --- | --- | --- |
| N537369 | *AT3G49940* | *LBD38* | *DG** | *Promoter* | *reduced* |
| N555766 | *AT1G19040* | *-* | *DG** | *Exon* | *not detected* |
| N575764 | *AT3G57600* | *DREB2F* | *DG** | *Promoter* | *reduced* |
| N587226 | *AT2G27300* | *NTL8* | *DG** | *Promoter* | *not detected* |
| N588507 | *AT5G66990* | *-* | *DG** | *Promoter* | *reduced* |
| N612011 | *AT2G37120* | *-* | *DG** | *Promoter* | *reduced* |
| N614874 | *AT5G39660* | *DOF5.2* | *DG** | *Promoter* | *reduced* |
| N669955 | *AT4G24540* | *AGL24* | *NASC* | *Exon* | *reduced* |
| N859974 | *AT4G05100* | *AtMYB74* | *NASC* | *Exon* | *not detected* |
| N680157 | *AT3G03760* | *LBD20* | *NASC* | *Intron* | *reduced* |
| N591690 | *AT1G33760* | *ERF022* | *DG** | *Exon* | *not detected* |
| N652235 | *AT3G17600* | *IAA31* | *DG** | *Promoter* | *reduced* |
| N565384 | *AT3G62100* | *IAA30* | *DG** | *Intron* | *reduced* |
| N639276 | *AT4G32280* | *IAA29* | *DG** | *Promoter* | *reduced* |
| N557573 | *AT3G04730* | *IAA16* | *DG** | *Promoter* | *reduced* |
| N678029 | *AT1G06170* | *bHLH89* | *NASC* | *Exon* | *not detected* |
| N872755** | *AT3G61890* | *ATHB-12* | *NASC* | *Promoter* | *reduced* |

DG*: Homozygous plants were selected in T3 segregating populations in the Department of Genetics, University of Silesia, Katowice, Poland, by using gene- and insert-specific primers. The primers were designed following the instructions made on the SALK webpage (http://signal.salk.edu/tdnaprimers.2.html).**, SAIL line.

# Supplementary material for: Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 17;8(7):e69261. doi: 10.1371/journal.pone.0069261
**Supplement:** Table S5 — Primers used for the amplification of open reading frames.

**Table S5. Primers used for the amplification of open reading frames.**

| **Gene name (AGI code)** | **Primer** |
| --- | --- |
| *NTL8* (AT2G27300) | NTL8-IOE-fwd - ATGTCTAAAGAAGCTGAGATG |
| NTL8-IOE-rev - TTAGTTCCTAGCTATTAATAC |
| *ERF022* (AT1G33760) | ERF022-IOE-fwd - ATGGAAAACACTTACGTTGGC |
| ERF022-IOE-rev - TCAATTATTAGAATTCCATATG |
| *bHLH89* (AT1G06170) | bHLH89-IOE-fwd - ATGGGAGGAGGAGGCATGTTTG |
| bHLH89-IOE-rev - TTAATCACTAGATAACAGTG |
| *bHLH109* (AT1G68240) | bHLH109-IOE-fwd - ATGGAGAGAAACAACCGCAA |
| bHLH109-IOE-rev - TTAAGGTTGAGTTTGATTTG |
| *REM22* (AT3G46770) | REM22-IOE-fwd - ATGGAAGAGAACTCAAG |
| REM22-IOE-rev - TCAGGCCTTGATAATGTG |
| *AGL2* (AT5G15800) | AGL2-IOE-fwd - ATGGGAAGAGGAAGAGTAGAG |
| AGL2-IOE-rev - TCAGAGCATCCACCCCGGGATG |
| *WRKY31* (AT4G22070) | WRKY31-IOE-fwd - ATGTTCCGGTTTCCAGTGAGTC |
| WRKY31-IOE-rev - TTATTGCCTACTGTCATTGTTG |
| *DOF5.2* (AT5G39660) | DOF5.2-IOE-fwd - ATGGCTGATCCGGCGATTAAGC |
| DOF5.2-IOE-rev - CTATGAGCTCTCATGGAAGTTTG |

# Supplementary material for: Extensive Modulation of the Transcription Factor Transcriptome during Somatic Embryogenesis in Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 17;8(7):e69261. doi: 10.1371/journal.pone.0069261
**Supplement:** Table S6 — Expression level of transgenes in seedlings treated with ß-estradiol (5 µM) for 2 days.

**Table S6:** Expression level of transgenes in seedlings treated with ß-estradiol (5 µM) for 2 days.

| **Transgenic line** | **Gene** | **Expression level (ΔCt)***  **untreated seedlings** | **Expression level (ΔCt)***  **estradiol-treated seedlings** | **Fold change**  **2-ΔΔCt** |
| --- | --- | --- | --- | --- |
| 1-4-1 | NTL8-IOE | 14.32 | 10.42 | 15 |
| 2-1-25 | ERF022-IOE | 12.42 | 1.46 | 1991 |
| 14-2-18 | bHLH89-IOE | 19.56 | 9.74 | 903 |
| 18-1-23 | bHLH109-IOE | 19.53 | 16.83 | 6 |
| 3-1-3 | REM22-IOE | 13.55 | 10.56 | 7.5 |
| 9-4-1 | AGL2-IOE | 11.98 | 8.28 | 13 |
| 4-2-1 | WRKY31-IOE | 18.37 | 16.34 | 4 |
| 14-2-9 | DOF5.2-IOE | 10.82 | 1.49 | 643 |

*Expression level (ΔCt) shown as difference in expression level between the selected TF gene and the reference gene *AT4G27090* encoding 60S ribosomal protein L14.

How the deposited data were processed for this re-analysis (not part of the article)

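TF transcripts were measured in immature zygotic embryo explants of Col-0 and of the tanmei mutant at 0 d and in cultures at 5 d and 10 d with 5 µM 2,4-D. The authors amplified cDNA by quantitative RT-PCR with 1 primer pair per gene. The deposited matrix holds Ct values, which the authors averaged over the 3 replicates that gave a Ct. The deposited fold changes are ratios that the authors computed as 2 to the power of −ddCt against the reference gene UBQ. Replicate values were not analysed here. PCR has no sequencing depth, and the precision of each value is unknown.

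The 1880 deposited rows were divided in order into 5 plates of 376 rows. On each plate the log2 fold change minus the Ct difference took 1 value for most rows within 0.005. This value was taken as the UBQ difference. Rows at this value in a comparison were taken to have a Ct in every replicate of its groups. That is an inference, since single replicates were not seen. The level of UBQ in explants was taken from the levels of Table S2. Expression levels were then computed as 40 − dCt, with a gene without a Ct set to 40. A gene was counted as detected when its mean Ct was below 40. A comparison counted genes detected in at least 1 of its groups, at thresholds of 2-fold and 10-fold, with no test.

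Codes of the deposited rows and of Table S2 carry different profiles. Genes of Table S2 were linked to rows by an alignment that keeps the order of both tables. A link required a root mean square difference below 1 cycle over the 6 groups and a next best row worse by at least 0.5. Linked genes had a median difference of 0.186. On simulated data with 729 genes, 702 were linked and all 702 to the right row. The simulated genes were deposited rows kept in order with small noise. The simulation thus checks the code and not whether the links to Table S2 are right. On simulated data for the counts, 100 of 100 genes raised 4-fold passed the 2-fold threshold and 100 of 100 raised 16-fold passed the 10-fold threshold. Among the rest of the 1880 simulated genes, which were unchanged, 1 was called. The noise in this simulation was small, set by hand and equal at all levels. These counts check the code and do not measure the false calls in the deposited values. For the gene lists, 17 of 200 unchanged simulated lists of 12 genes fell outside the central range of random lists, and 150 of 200 lists raised 4-fold were called.

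Gene lists were written by hand before the values were examined, after Tables S1 to S3 had been read. A list with at least 4 linked genes was given its median change and the percentile of that median among 10000 random lists of the same size, drawn from linked genes of similar level. Lists with fewer linked genes, such as endosperm, seed coat and shoot meristem, were given no percentile. Genes named in the text are those the paper names with a direction, the largest rises and falls among linked genes with a Ct in every replicate, and members of the lists. Principal components were computed on genes with a Ct value in every column, centred and not scaled, and k-means used 4 centres and 50 starts.

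The alternatives set before the data were examined were centring each group on the median of the genes detected in every group, over all plates and in place of UBQ, in the comparisons between groups, the gene lists and the named genes, using only genes detected in all groups compared, requiring a mean level of at least 25, other definitions of detection, the sign of the second step, k-means without centring per gene, and scaling in the principal components. Alternatives added after the values were seen were the authors' fold changes, only genes with a Ct in every replicate, naming by the deposited codes, centring for the k-means patterns and for the follow-up of genes changed at 5 d, centring on each plate, and 10 other cutoffs for detection. Centring on each plate subtracted from each group the median deviation of the plate's genes from their own mean over the 6 groups. Centring over all plates shifts the change at 5 d in Col-0 by 0.041 to 1.45 depending on the plate, because it takes out the UBQ values that differ between plates. Those cutoffs were tried side by side with the paper's counts, and all of them are reported. Fits over replicates could not be made. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0, scipy 1.17.1 and matplotlib 3.10.9 were used.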

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

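The counts in this part were picked out after the values were seen.

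From 0 d to 5 d, 47 TF genes were at least 2-fold higher in Col-0 and at least 2-fold lower in tanmei, and 44 were lower in Col-0 and higher in tanmei. They stand out because the genotypes moved in opposite directions. The paper also counts genes with opposite patterns in Col-0 and tanmei, among those of Table 3. Of the 103 linked genes of Table 3, only 1 was higher in Col-0 and lower in tanmei at 5 d and 1 the reverse, so these counts do not stand for the paper's groups. The difference was not tested, since each group is 1 mean. Independent lists of the same sizes would share 156 and 138 genes, so opposite changes were fewer than for unrelated lists.

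In tanmei, 1211 TF genes changed at least 2-fold from 0 d to 5 d, with 889 higher and 322 lower. The paper gives no count for this comparison. It is as large as the count for Col-0, and relative to the median gene 581 genes were higher and 593 lower, a balance that follows from the centring itself.

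The deposited table has 37 rows under a family named as not expressed, and 32 of them had a Ct below 30 in every group. The paper does not discuss these rows. Of the other rows, 53.0% had a Ct below 30 in every group. No explanation was tested.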

How the results depend on the processing

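Naming by the deposited codes was chosen after the values were seen, and so were the authors' fold changes, the restriction to genes with a Ct in every replicate, centring for the k-means patterns and for the follow-up of genes changed at 5 d, centring on each plate, and the 10 added detection cutoffs. The other alternatives were set beforehand.

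Centring on the median gene raised the number of lower genes to 575 for Col-0 at 5 d and 596 at 10 d. In tanmei it gave 581 higher and 593 lower genes at 5 d and 268 lower genes from 5 d to 10 d. The centring itself brings rises and falls close to even, and it is taken over all plates, so it leaves differences between plates in. In the follow-up it gave 381 genes higher and then within 2-fold, 334 lower and then within 2-fold and 89 lower and then lower. Centring on each plate gave 602 higher and 542 lower genes for Col-0 at 5 d, 559 lower at 10 d and 514 lower for tanmei at 5 d, and in the follow-up 369, 307 and 74. Requiring a mean level of at least 25 gave 170 higher genes from 5 d to 10 d in tanmei and 287 lower genes in the difference between genotypes at 10 d, over fewer genes. Taking 5 d minus 10 d as the second step exchanged the counts of genes lower at 5 d, to 34 then higher and 118 then lower. The other 2-fold counts of the comparisons between groups stayed within 1.5 times under these settings, among genes detected in every group, under the authors' fold changes and with a Ct in every replicate.

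Under the deposited codes several gene lists that passed a threshold under either naming moved to the other side of the median of random lists. Lists and families under the deposited codes also hold members without a link, so the genes change as well as the names. The moves therefore cannot be put down to the naming alone. The root founder and stem cell niche list moved to percentiles of 3.17 at 5 d and 9.22 at 10 d, leaf and cotyledon polarity to 0.60 at 10 d, floral MADS to 65.9 in the difference between genotypes, light and chloroplast to 65.5 at 10 d, ethylene and wound ERFs to 1.43 at 5 d, cold, drought and ABA to 85.6 at 10 d, heat shock factors to 79.5 at 5 d, and jasmonate response to 94.3 at 5 d and 97.6 at 10 d. Changes at 5 d in Col-0 became -0.13 for IAA7, -1.39 for AXR3, -2.39 for CRF3, 6.81 for LBD20, -6.02 for WRKY31, 2.61 for MYB107, 1.25 for MYB77, 0.026 for AT4G14540 and -0.11 for AT3G56770. The cause was not tested beyond the tests of the codes under other observations. The AUX/IAA list at 5 d lay at the 99.99th percentile under the deposited codes, with 22 genes higher and 1 lower. In all, 47 percentiles kept their side of the threshold under the deposited codes, 10 changed their call and moved to the other side of the median, 6 no longer passed and 1 passed newly. With or without a call, 31 of the 64 lay on the other side of the median, and 14 of 17 family shares moved. Centring left 77 percentiles on their side of the threshold, with 2 no longer passing and 1 passing newly, and centring on each plate left 79, with 1 no longer passing.

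Counts of genes detected at 1 time point alone moved by more than 1.5 times under most definitions of detection. No paired analysis was possible because replicate values were not analysed here and each group is 1 mean. For the same reason the fits with limma, the per-gene ANOVA or t-test, the fit without a fold threshold, without trend, with a replicate block and with each replicate left out were not run.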

Differences from the paper's values

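The study called genes with a false discovery rate over replicates as well as a fold threshold, and replicate values were not analysed here, so the counts here use the fold threshold alone. The paper's text does not define expressed. The 10 detection cutoffs named at the end of this part, the authors' fold changes and naming by the deposited codes were chosen after the values were seen.

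For Col-0, the paper's 729 genes changed over the culture compare with 1462, and no alternative set beforehand came within 1.5 times. The paper's 602 higher genes compare with 1046, and centring (718) and a mean level of at least 25 (864) came within 1.5 times, but detection in every group did not. The share of higher genes was 71.5%, against the paper's 83%. Centring took this share away from the paper's, to 49.6%, an even split that follows from the centring itself. The paper's 358 genes changed 10-fold compare with 595, and detection in every group (470) and a mean level of at least 25 (439) came within that range, but centring did not. The paper's 673 genes at 5 d and 688 at 10 d compare with 1203 and 1201, and only a mean level of at least 25 (949 and 941) came within it. From 5 d to 10 d the paper's 284 changed, 154 higher and 130 lower genes compare with 655, 326 and 329, and no alternative set beforehand closed the gaps. The paper's 32 genes changed 10-fold in that step compare with 86, and detection in both groups (47) and a mean level of at least 25 (35) came within 1.5 times, but centring did not.

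Requiring a Ct in every replicate, chosen after the values were seen, brought the counts at 5 d to 888 and at 10 d to 896, and from 5 d to 10 d the higher genes to 229 and the genes changed 10-fold to 30, each within 1.5 times of the paper's, but not the changed (484) or lower (255) genes of that step. It leaves out 65, 61 and 10 of the 638 linked genes that the paper lists as changed. The authors' fold changes closed none of these gaps. Centring on each plate, chosen after the values were seen, brought the higher genes over the culture to 704 and closed no other of these gaps. It made 50.4% of the changed genes higher, against the paper's 83%, a split that follows from the centring. The paper's 38 genes changed only from 5 d to 10 d compare with 188. Neither alternative set beforehand closed the gap, nor did centring over all plates (180) or on each plate (169), added after the values were seen. Of genes lower at 5 d, the paper's 20% that fell further compare with 11.7%, and neither the reversed sign of the second step (40.7%) nor detection at all 3 time points (12.8%) closed it. Centring on the median gene, added for this share after the values were seen, gave 15.5%, and centring on each plate 13.7%, which are within 1.5 times of the paper's. With these centrings, 46 and 53 of the 638 linked genes that the paper lists as changed have no 2-fold change over the Col-0 groups, against 4 without.

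For detection, the paper's 83 genes at 0 d alone compare with 21, its 2 at 5 d alone with 8, its 7 at 10 d alone with 14, and its 112 at no time point with 44. None of the planned definitions (a level below 35, a Ct below 35, a level of at least 25) closed any of these gaps. The paper states that explants expressed the largest number of TFs, and here Col-0 explants had the lowest number of the 3 Col-0 groups, 1748. Explants were also lowest with a Ct below 35 (1536) and a level of at least 25 (1400). With the planned level below 35 they were highest, with 1529 genes against 1438 at 5 d and 1470 at 10 d, and so they were with all level cutoffs that count genes without a Ct, such as 1634 against 1521 and 1545 for a level below 35. Rules of a level below a cutoff leave out genes of high level. The ranking of explants thus depends on the definition.

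Of the 16 linked genes that Table S1 lists as expressed in Col-0 explants only, 16 were also detected in tanmei explants. For the genes of Table S3, the change from 5 d to 10 d had the opposite sign to the paper's column for 48 of 49 linked genes, and read as 5 d against 10 d these 48 have the paper's sign. Of the genes of Table 3, the paper describes 72 as steady in tanmei, and of 70 linked genes marked so, 38 changed by less than 2-fold at 5 d in tanmei. The paper counts 33 genes higher in Col-0 and lower in tanmei and 10 the reverse, without naming the time step. Of the 103 linked genes, 1 and 1 did so at 5 d, 5 and 0 from 0 d to 10 d, and 5 and 2 from 5 d to 10 d. The last 2 steps were counted after the values were seen. The paper states that RGL1 rises specifically in embryogenic culture, and it rose by 3.97 in Col-0 and by 3.02 in tanmei.

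Besides the 4 definitions of detection run as planned, 10 more were run after the values were seen and set beside 9 of the paper's counts, which makes 90 comparisons. In these 10, a level rule counts genes without a Ct, which the planned level rule leaves out, a point the plan had not fixed. Of the 90 counts, 4 equalled the paper's. A level below 35 gave 41 genes in Col-0 explants only and 1727 in explants of either genotype, a cutoff higher by 0.5 gave 1690 in both, and a level below 37 gave 2 at 5 d alone. Within 1.5 times of the paper's counts came 97, 62 and 56 genes at 0 d alone with cutoffs higher by 0.5, 1 and 1.2, 9 genes at 10 d alone with a level below 37, and 159, 97 and 129 genes at no time point with a level below 35, the cutoff higher by 0.5 and a Ct below 36. No definition gave more than 2 of the 9 counts, and none of the 36 planned comparisons was equal. With the cutoff higher by 0.5, 1768 genes were detected in explants of either genotype and 112 in neither, which are the numbers the paper states for another set, Col-0 over all time points. A level rule of this kind counts genes with low transcript levels, and these matches were found by searching, so alone they do not identify the study's rule. Apart from the search, Table S1 prints levels below 35 for its genes exclusive to Col-0 explants, bar an entry without a decimal point. The linked ones had median levels of 34.1 in Col-0 and 35.8 in tanmei explants. Both go with a rule of a level below 35, by which such genes are lower in Col-0, but this was not tested.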

Other observations

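The tests of the alignment, of rows whose families differ, of seed maturation regulators and of the embryogenic genotype were chosen after the result was seen. The other tests were set before.

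The same gene code carries different profiles in the deposited table and in Table S2. In an alignment that keeps the order of both tables, 89.4% of Table S2 profiles lay within 1 cycle of a deposited row, against at most 14.7% after shuffling, so both tables may hold the same rows under displaced codes. Which codes are displaced cannot be told apart by TF family, which explained 21.9% of the variance of the mean level under the deposited codes and 24.1% under those of Table S2, with a bootstrap range of -2.88 to 6.61 for the difference. On rows whose families differ the share under the deposited codes was 41.3%, against 41.5% under Table S2. Seed maturation regulators outside the families with shared codes had a median level in Col-0 explants at the 98.7th percentile of random lists under the deposited codes, but at the 75.1st among genes of their own families. For the 3 of them that were linked, the median level was 29.8 under the deposited codes and 39.4 under those of Table S2, which goes the other way. In a comparison not among the tests, the 8 codes listed on 2 deposited rows carried profiles that differed by a median of 3.75. Random pairs of rows differed by 5.23, so a deposited code can name unlike profiles. The naming stays open.

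More TF genes rose than fell in Col-0 culture when normalized to UBQ. Among genes with a Ct below 30 in both groups, 76.9% of the changes at 5 d were rises, which argues against genes near the detection limit as the whole cause. The median change in tanmei was 0.92, which argues against a response of the embryogenic genotype only. The fifth of genes with the highest level rose by a median of 0.67, so a fall of UBQ relative to the cDNA in culture may contribute. The Ct of UBQ changed by a mean of 0.834 in Col-0 at 5 d, from -0.11 to 1.30 on the single plates, and the median Ct of the TF genes fell by 0.92 on the plate with the lowest UBQ change and rose by 0.23 on that with the highest. The median rise was 0.81 to 1.25 on every plate, so the plates differ in both terms and the rise does not hang on the UBQ value of 1 plate. Over all plates the median Ct of the TF genes in Col-0 fell by 0.10, so most of the median rise over all plates came from the UBQ term. In tanmei the mean Ct of UBQ rose by 1.87 and the median Ct of the TF genes by 0.956. These values do not decide between the explanations, and a general rise of TF transcripts in cultured tissue of both genotypes stays open as untested.

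The light and chloroplast list, with 4 linked genes, had a median change of -3.13 at 10 d in Col-0, at the 0.40th percentile of random lists. The floral MADS list, with 6 linked genes, differed between genotypes at 5 d by -2.77, at the 0.08th percentile. Neither holds under the deposited codes, with medians of 0.97 over 16 genes, at the 65.5th percentile, and of 0.06 over 13 genes, at the 65.9th. The secondary wall list, with 13 linked genes, rose by a median of 4.44 at 5 d, the cell cycle list, with 6, by 3.18, and the polarity list, with 8, by 2.86, all inside the central range of random lists. Of lists with fewer than 4 linked genes, all 3 shoot meristem genes and the endosperm gene AGL62 were at least 2-fold higher at 5 d in Col-0, the latter by 2.59, and the seed coat gene GL2 changed by -0.91.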
